# Distinct modulation of IFNγ-induced transcription by BET bromodomain and catalytic P300/CBP inhibition in breast cancer

**DOI:** 10.1186/s13148-022-01316-5

**Published:** 2022-07-28

**Authors:** Simon J. Hogg, Olga Motorna, Conor J. Kearney, Emily B. Derrick, Imran G. House, Izabela Todorovski, Madison J. Kelly, Magnus Zethoven, Kenneth D. Bromberg, Albert Lai, Paul A. Beavis, Jake Shortt, Ricky W. Johnstone, Stephin J. Vervoort

**Keywords:** Interferon, Histone acetylation, Bromodomain, P300/CBP, H3k27ac, Inflammation, Enhancer, Immuno-oncology

## Abstract

**Background:**

Interferon gamma (IFNγ) is a pro-inflammatory cytokine that directly activates the JAK/STAT pathway. However, the temporal dynamics of chromatin remodeling and transcriptional activation initiated by IFNγ have not been systematically profiled in an unbiased manner. Herein, we integrated transcriptomic and epigenomic profiling to characterize the acute epigenetic changes induced by IFNγ stimulation in a murine breast cancer model.

**Results:**

We identified de novo activation of *cis*-regulatory elements bound by Irf1 that were characterized by increased chromatin accessibility, differential usage of pro-inflammatory enhancers, and downstream recruitment of BET proteins and RNA polymerase II. To functionally validate this hierarchical model of IFNγ-driven transcription, we applied selective antagonists of histone acetyltransferases P300/CBP or acetyl-lysine readers of the BET family. This highlighted that histone acetylation is an antecedent event in IFNγ-driven transcription, whereby targeting of P300/CBP acetyltransferase activity but not BET inhibition could curtail the epigenetic remodeling induced by IFNγ through suppression of Irf1 transactivation.

**Conclusions:**

These data highlight the ability for epigenetic therapies to reprogram pro-inflammatory gene expression, which may have therapeutic implications for anti-tumor immunity and inflammatory diseases.

**Graphical Abstract:**

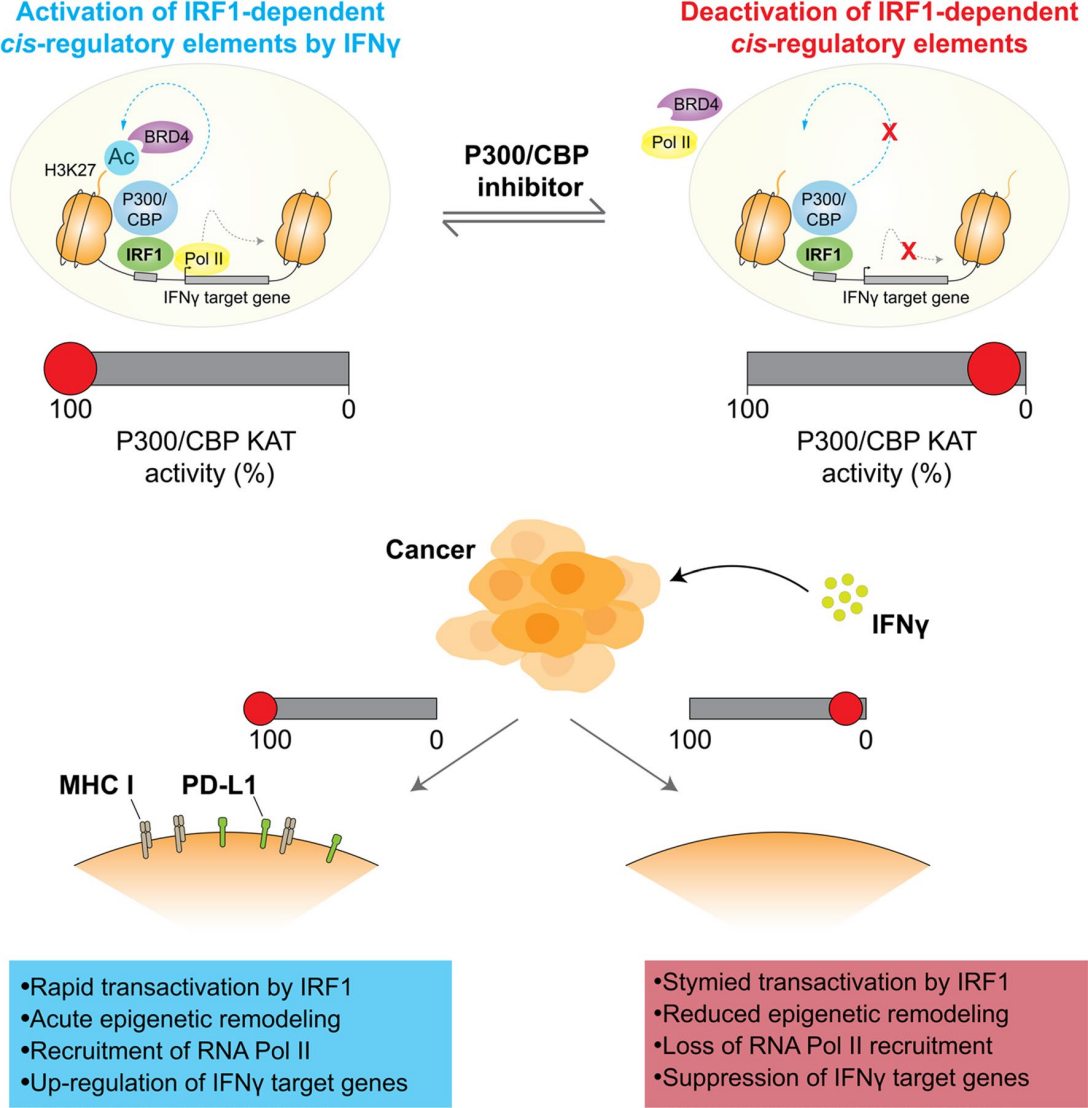

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-022-01316-5.

## Background

Pro-inflammatory cytokines directly activate signaling cascades, however, epigenetic mechanisms are also critical for coordinated inflammatory gene expression. Interferon gamma (IFNγ) is a pleiotropic cytokine that is a key regulator of anti-tumor immunity [1, 2]. In the tumor microenvironment (TME), IFNγ induces the expression of genes essential for antigen processing and presentation, thereby promoting immune-surveillance [3]. Gene expression profiling in melanoma patients treated with nivolumab (anti-PD1) alone or combined with Ipilimumab (anti-CTLA4) revealed that an IFNγ-driven gene signature was the most predictive feature for clinical responses to these immunotherapies [4]. In contrast, genetic aberrations that suppress IFNγ signaling are detected in patients relapsing from immune checkpoint blockade demonstrating that tumor-intrinsic IFNγ signaling is a clinically relevant mechanism of immune evasion [5]. This is also supported by genome-scale immune evasion screens that recurrently identify the IFNγ receptors (IFNGR1/IFNGR2) and obligate JAK/STAT members as the most important mediators of sensitivity to T-cell killing [6, 7]. Finally, in vitro models of acquired resistance to T-cell bispecific antibodies and CAR T-cells also converged on IFNγ signaling as a key mediator of immune evasion [8]. Thus, anti-tumor immunity and therapeutic responses to immune oncology agents are critically determined by tumor cell intrinsic IFNγ signaling.

It is now well established that epigenetic therapies may modulate the immunogenicity of tumor cells and inflammatory gene expression in cancer [9]. For example, we, and others, identified that the pre-clinical activity of prototypical BET Bromodomain inhibitor, JQ1, was dependent on an intact host immune system, which was mechanistically linked to suppression of immune checkpoint ligand PD-L1 on tumor cells [10, 11]. Suppression of PD-L1 by BET inhibition was evident in the context of 9p24.1-amplified Hodgkin lymphoma, where PD-L1 is constitutively expressed [12], as well as triple-negative breast cancer (TNBC) as a model of IFNγ-dependent expression. While IFNγ-inducible expression of PD-L1 was BET protein-dependent, the wider role of BRD4 or additional epigenetic regulators in regulating cellular responses to IFNγ remains poorly defined.

Herein, unbiased transcriptional and epigenomic profiling was employed to provide mechanistic insight into the hierarchy of events occurring at the chromatin interface following IFNγ stimulation leading to the coordinated transcription of IFNγ target genes. These epigenetic events underpinning IFNγ-induced gene expression were uncoupled by antagonizing distinct nodes using small molecule inhibitors of epigenetic modulators. Taken together, these data illustrate the acute epigenetic remodeling that drives the IFNγ-induced transcriptional response.

## Results

### IFNγ promotes rapid transcriptional activation in solid tumors

We utilized the AT3 model of TNBC to profile the transcriptional and epigenetic effects of IFNγ. We first performed RNA-sequencing (RNA-seq) in AT3 cells treated acutely with recombinant IFNγ or vehicle control and subsequent differential gene expression analysis (DGEA) revealed that IFNγ stimulation led to a concerted transcriptional response (Fig. 1A) involving predominant up-regulation of numerous genes, including canonical IFNγ target genes *Cd274* (PD-L1), *Irf1*, *Tap1,* and *Socs1* (Fig. 1B). The transcriptional response in AT3 cells was also highly correlated with canonical IFNγ signaling and inflammatory gene expression by Gene Set Enrichment Analysis (GSEA; Fig. 1C). To identify the conservation of the IFNγ response, we analyzed RNA-seq of additional murine solid tumors treated with IFNγ, including B16F10 (melanoma) and MC38 (colon adenocarcinoma), which revealed concordant transcriptional responses (Additional file 1: Fig. S1A, B) across all cell types (Additional file 1: Fig. S1C). Importantly, the IFNγ signature had a strong prognostic significance in a TCGA cohort of breast cancer patients associated with high IFNγ signature positivity correlating with superior survival (Fig. 1D). These data indicate that the molecular processes that regulate tumor cell intrinsic IFNγ target gene expression are of high clinical relevance and prognostic significance in cancer.

**Fig. 1:**
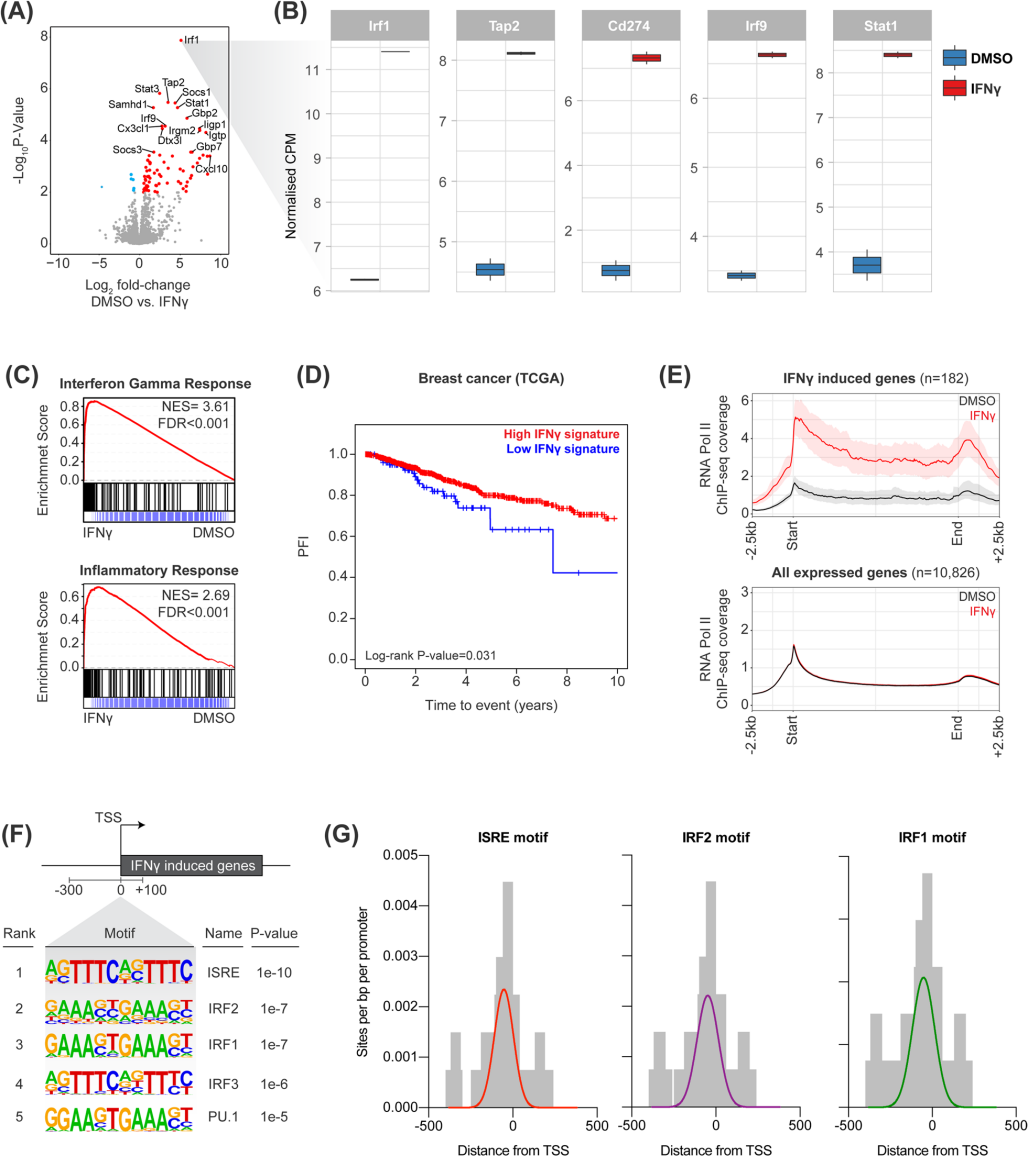
IFNγ evokes a concerted transcriptional response in cancer. **A** RNA-seq of AT3 cells stimulated with IFNγ. **B** Normalized counts (log_2_ counts per million) of IFNγ stimulated genes. **C** GSEA for AT3 cells stimulated with IFNγ. **D** Survival of breast cancer patients (from TCGA) stratified by expression of concordant IFNγ stimulated genes. **E** RNA polymerase II occupancy by ChIP-seq across IFNγ stimulated or non-IFNγ stimulated genes. **F** De novo motif analysis in promoters of IFNγ stimulated genes. **G** Distribution of IRF and ISRE motifs within promoters of IFNγ stimulated genes

Chromatin immunoprecipitation and sequencing (ChIP-seq) for RNA Polymerase II (RNAPII) was performed to assess the processivity across IFNγ-induced genes. IFNγ-stimulated genes were characterized by rapid de novo recruitment of RNAPII following IFNγ treatment with high levels of RNAPII occupancy across the coding region, concurrent with minimal promoter-proximal pausing (Fig. 1E). This indicates that unlike EGF responsive genes, which primarily rely on rapid release of RNAPII from the paused state [13], RNAPII initiation is a key rate-limiting checkpoint for IFNγ response genes. In contrast, non-IFNγ-regulated genes exhibited unaltered RNAPII occupancy (Fig. 1E). To gain insight into transcription factors (TFs) driving IFNγ-induced gene expression, de novo motif analysis was performed on the promoter regions of IFNγ-stimulated genes. This demonstrated significant overrepresentation of Interferon-Regulatory Factors (IRF) and the Interferon-Sensitive Response Element (ISRE) motifs (Fig. 1F, G). Overall, these studies indicate that acute IFNγ stimulation leads to active recruitment of RNAPII to a conserved subset of genes putatively regulated by IRF transcription factors.

### IFNγ stimulates acute epigenetic remodeling of IRF1-bound cis-regulatory elements

Based on the prevalence of IRF motifs, we performed ChIP-seq for Irf1 following treatment with IFNγ, which identified the loci where Irf1 was recruited following IFNγ-stimulation (Fig. 2A). As shown in Additional file 1: Fig. S1D, these elements were predominantly localized at intergenic enhancers. It has been reported that IRF TFs physically associate with lysine acetyltransferase (KAT) P300 to activate gene expression [14]]. Therefore, we performed ChIP-seq for P300, which revealed robust co-recruitment to Irf1-bound *cis*-regulatory elements following IFNγ-stimulation (Fig. 2B). Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) analyses revealed that under steady-state conditions, Irf1-associated *cis*-regulatory elements exhibit low chromatin accessibility, which was drastically increased following acute IFNγ stimulation (Fig. 2C). Indeed, direct correlation of changes in Irf1 and P300 binding with those regions exhibiting increased chromatin accessibility demonstrated a clear association (Fig. 2D). Moreover, enhancer regions exhibited the greater increases in chromatin accessibility relative to promoters regions (Fig. 2E). Finally, to validate these Irf1 peak-centric analyses, de novo motif analysis of ATAC-seq peaks that were gained in IFNγ-stimulated cells revealed that IRF motifs are significantly overrepresented (Additional file 1: Fig. S1E). Overall, these data demonstrate that IFNγ stimulation leads to rapid co-recruitment of Irf1 and P300 at selective loci, de novo chromatin remodeling, increased chromatin accessibility and RNAPII recruitment.

**Fig. 2:**
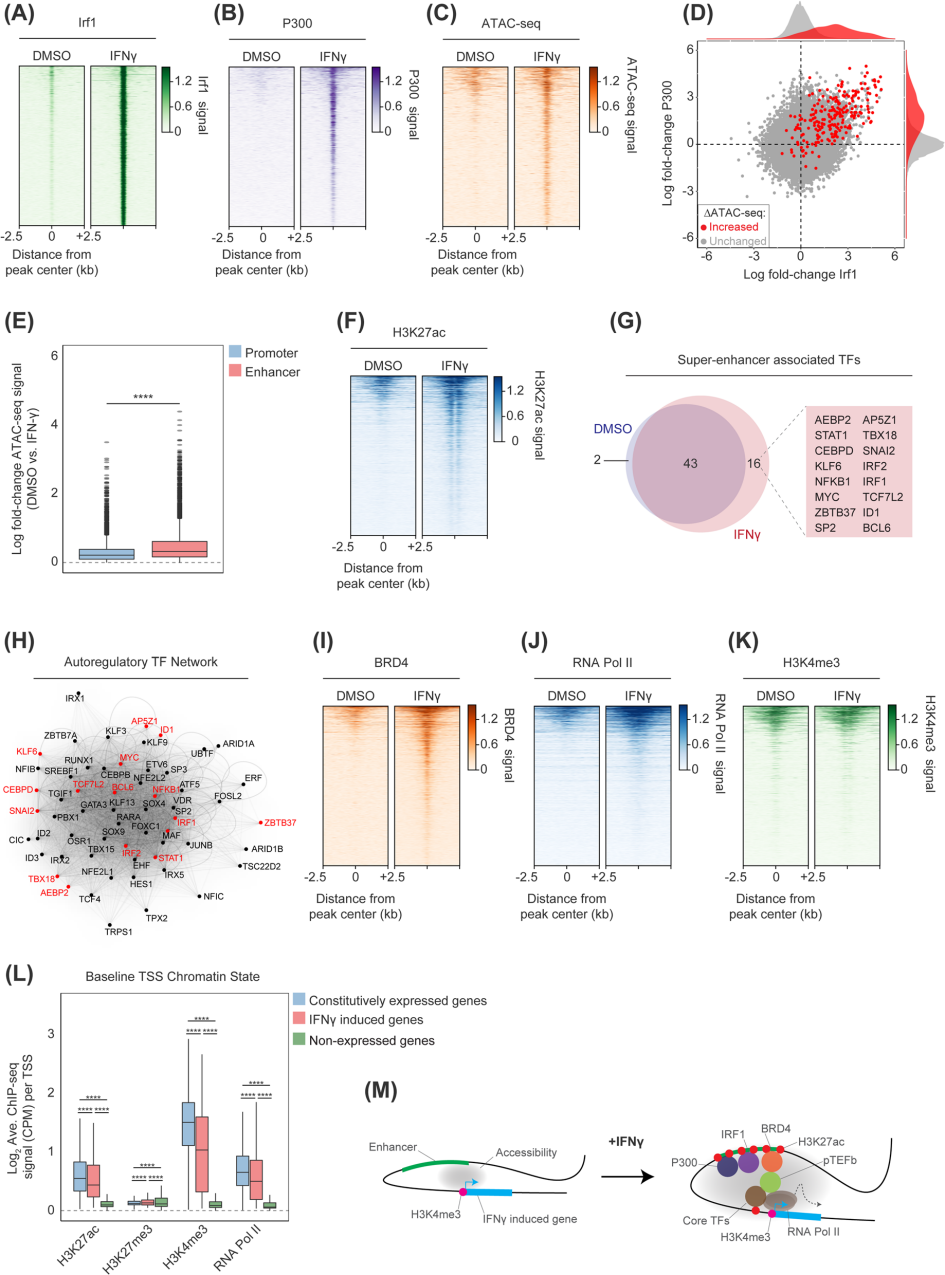
IRF1 binding drives de novo enhancer remodeling. **A** Binding of IRF1 by ChIP-seq to IFNγ-induced loci. **B** Binding of P300 by ChIP-seq to IFNγ-induced loci. **C** Chromatin accessibility by ATAC-seq at IFNγ-induced loci. **D** Correlation in IRF1 and P300 recruitment at sites demonstrating increased ATAC-seq signal. **E** Log_2_ fold-change in ATAC-seq signal at promoters and enhancers following IFNγ stimulation. **F** Acetylation of H3K27 by ChIP-seq at IFNγ-induced loci. **G** Genes associated with super-enhancers in IFNγ stimulated or control AT3 cells. **H** Core CRC in IFNγ-stimulated cells (new IFNγ-dependent nodes colored red). **I** Binding of BRD4 by ChIP-seq to IFNγ-induced loci. **J** Binding of RNAPII by ChIP-seq to IFNγ-induced loci. **K** Tri-methylation of H3K4me3 by ChIP-seq at IFNγ-induced loci. **L** Histone modifications and RNAPII occupancy at constitutively expressed, IFNγ-induced, or non-expressed loci in AT3 cells. **M** Model for epigenetic activation of IFNγ stimulated genes. ****p < 0.0001, Mann–Whitney *U* test

### IFNγ promotes differential usage of pro-inflammatory enhancers

To test whether recruitment of P300 would lead to hyper-acetylation of adjacent nucleosomes, ChIP-seq for H3K27 acetylation (H3K27ac) was performed. Nucleosomes flanking Irf1-bound sites exhibited greatly increased H3K27ac following IFNγ stimulation (Fig. 2F), directly linking Irf1-P300 co-recruitment with local changes in histone acetylation and chromatin accessibility. To investigate changes in H3K27ac more broadly, and infer differential usage of specific enhancers, we identified super-enhancers (SEs) based on H3K27ac signals. Following IFNγ stimulation, there was acquisition of new SE elements proximal to genes involved in IFNγ signaling (Fig. 2G). These data indicate that IFNγ stimulation leads to acute histone acetylation which correlates with an active transcriptional state at specific enhancer elements adjacent to key pro-inflammatory TFs.

To interrogate differential TF usage, ATAC-seq data were further explored to identify TF motifs overrepresented within putative SEs [15]. These autoregulatory sets of TFs, termed the ‘core regulatory circuit’ (CRC), are represented by calculating the number of individual TF motifs within an SE element regulating the expression of each CRC TF (inward binding) and the number of TF-associated SEs bound by a CRC TF (outward binding). Prior to IFNγ stimulation, the TFs demonstrating the highest connectivity were dominated by TFs previously identified for regulating facets of breast cancer biology (Fig. 2H; in black), including SOX9, GATA3, and ETV6 [16–18]. However, IFNγ stimulation dynamically altered the CRC TF connectivity and led to the acquisition of several interconnected TF nodes involved with pro-inflammatory gene expression (Fig. 2H), including IRF1, IRF2, STAT1, NFKB1, and BCL6. These findings were also recapitulated by calculating the clique fraction, a metric for the participation of individual TFs within interconnected TF networks as a function of the total number of discrete networks (see methods) (Additional file 1: Fig. S1F-G). Thus, IFNγ acutely alters the central repertoire of interconnected TFs that cooperatively regulate cellular transcription.

The Bromodomain and Extra-Terminal (BET) proteins bind acetylated histones and TFs and recruit pTEF-b, thereby stimulating transcriptional elongation [19, 20]. Analysis of BRD4 ChIP-seq data showed robust recruitment of BRD4 following IFNγ stimulation to Irf1-bound loci (Fig. 2I), which may drive effective pause-release post RNAPII initiation (Fig. 1E). Finally, ChIP-seq analysis of RNAPII and H3K4 tri-methylation (H3K4me3), a histone mark that is constitutively associated with active TSS regions (independent of IFNγ stimulation), revealed that RNAPII recruitment in response to IFNγ occurred at promoter-proximal regions demarcated by H3K4me3 (Fig. 2J-K). Overall, these data provide a putative epigenetic sequence of events whereby recruitment of IRF1 in association with P300 leads to locus-specific chromatin remodeling and histone acetylation, a mark subsequently recognized by “reader” proteins, such as BRD4, RNAPII recruitment and transcriptional activation of IFNγ target genes, which are largely inactive under baseline conditions (Fig. 2L-M).

### Inhibition of BET proteins selectively disrupts IFNγ target gene expression

To experimentally dissect our epigenetic model of IFNγ-induced gene expression, BET proteins were antagonized using JQ1 to assess where in the cascade BET proteins were required. According to our sequential model, abrogating BET protein recruitment through JQ1 should interfere with IFNγ-driven transcription, but leave the epigenetic remodeling upstream of nucleosome acetylation unperturbed. Consistent with this hypothesis, Irf1 (Fig. 3A) and P300 (Fig. 3B) recruitment, as well as H3K27 acetylation (Fig. 3C), were not significantly affected by BET protein inhibition. Similarly, ATAC-seq revealed that the de novo chromatin remodeling was not reduced by JQ1 co-treatment (Fig. 3D). In contrast, JQ1 co-treatment with IFNγ impaired the recruitment of BRD4 (Fig. 3E) and led to a modest reduction in RNAPII processivity across IFNγ-induced genes (Fig. 3F). Finally, to evaluate the consequences of BET inhibition on mRNA production, we performed RNA-seq under the same conditions. Here, JQ1 co-treatment was associated with highly selective disruption of IFNγ target gene expression, whereby one subset of IFNγ-induced genes was potently suppressed (Fig. 3G), whereas another subset was unaffected by JQ1 co-treatment and remained highly expressed. For example, certain IFNγ-stimulated genes, such as *Stat1* and *Tap1*, were impervious to JQ1 co-treatment (Fig. 3H), whereas immune-suppressive PD-L1 expression was potently suppressed by JQ1-treatment (Fig. 3G). This transcriptional dichotomy remains poorly understood, but suggests that for a subset of genes, effective pause-release can be mediated independently of BRD4 histone-acetyl binding, which is consistent with the notion that the Super Elongation Complex and P-TEFb (CDK9 and Cyclin T) can be recruited in a BRD4 independent manner [21]. These findings are also consistent with numerous studies demonstrating that sub-classification by SEs or other epigenetic/transcriptional features remains insufficient for accurately predicting sensitivity to BET inhibition [22]. Under baseline conditions, JQ1 treatment globally reduced BRD4 binding to chromatin (Additional file 2: Fig. S2A) without altering global chromatin accessibility (Additional file 2: Fig. S2B), even at those regions exhibiting the most robust loss of BRD4 (Additional file 2: Fig. S2C-D), consistent with a recent report [23]. Overall, BET inhibitors reduce BRD4 binding to chromatin and can suppress gene expression downstream of IRF1-driven de novo enhancer remodeling only at a subset of genes/loci.

**Fig. 3:**
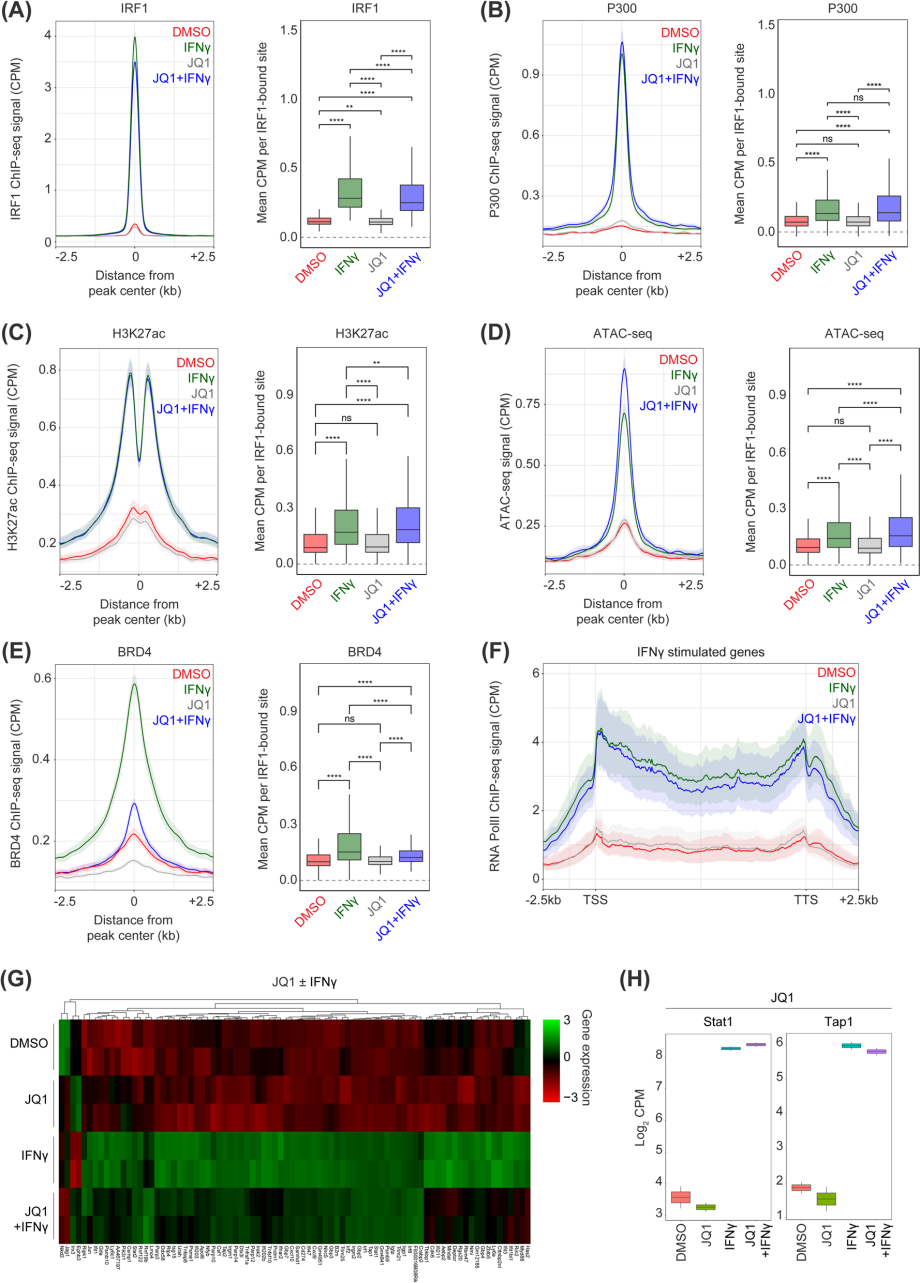
BET inhibition disrupts BRD4 and RNA Pol II recruitment downstream of nucleosome acetylation. **A** Binding of IRF1 by ChIP-seq to IFNγ-induced loci following IFNγ ± JQ1. **B** Binding of P300 by ChIP-seq to IFNγ-induced loci following IFNγ ± JQ1. **C** Chromatin accessibility by ATAC-seq at IFNγ-induced loci following IFNγ ± JQ1. **D** Acetylation of H3K27 by ChIP-seq at IFNγ-induced loci following IFNγ ± JQ1. **E** Binding of BRD4 by ChIP-seq to IFNγ-induced loci following IFNγ ± JQ1. **F** RNA polymerase II occupancy by ChIP-seq across IFNγ stimulated genes following IFNγ ± JQ1. **G** Column-normalized heatmap of gene expression by RNA-seq for IFNγ stimulated genes in the presence of IFNγ ± JQ1. **H** Normalized counts (log_2_ counts per million) of *Stat1* and *Tap1* following IFNγ ± JQ1. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, Mann–Whitney *U* test

### Contrasting BET Bromodomain inhibition and P300/CBP acetyltransferase inhibition upon steady-state and IFNγ-induced gene expression

Next, the effect of BET protein inhibition was compared with the effects of inhibiting the catalytic KAT domain of lysine acetyltransferase paralogues, P300 and CBP. 

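A-485 and A-241, inhibitors of the catalytic KAT domain of P300/CBP, were compared by 3′ mRNA sequencing (QuantSeq) of AT3 cells, a mouse cell line used in the study as a model of TNBC. The cells were pre-treated with DMSO, A-241 (250 nM) or A-485 (1000 nM) for 1 h and then cultured with or without IFNγ (1 ng/mL) for an additional 2 h. This gives 6 conditions with 3 libraries each. The paper's methods describe technical triplicates and the sample labels biological ones, so n is the number of libraries of a condition and may not count independent cultures.
The authors trimmed the reads, aligned them to GRCm38 with HISAT2 and counted them on exons with featureCounts. The deposited values are the counts of 43629 genes, without normalization. A read over exons of several genes was counted for each of them and no strand option was set. Genes with shared exon bases can thus share reads, mainly where these bases lie at a transcript end. The release of the gene annotation is not named in the paper's text. Between 3417167 and 7856830 counts were obtained per library, with a median of 4880947.
Differential expression was computed here for the 11964 genes kept by the count filter of edgeR, with TMM normalization, a quasi-likelihood F-test over all 18 libraries and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.01. The common biological coefficient of variation was 0.263. Where all 3 libraries of a group had at most 3 counts, the number that a count of 0 allows, a fold against that group is given as a lower bound. The libraries were counted without molecular identifiers, and such bounds and intervals cover counting error only.
All 18 pairs of libraries of the same condition differed by more than the sampling noise, with a chi-square per degree of freedom between 2.09 and 125. DMSO replicate 3 and IFNγ replicate 2 were the farthest from the other libraries of their conditions. Their root mean square deviation across genes was 1.10 and 1.13 on the log2 scale, against 0.34 to 0.77 in the other 16 libraries. The gene Gm42418 took 20.1% of the counts in DMSO replicate 3 (95% Wilson interval 20.1 to 20.2) and 23.0% in IFNγ replicate 2 (95% Wilson interval 23.0 to 23.1), and between 7.11% and 16.2% in the others. Each comparison with DMSO or with IFNγ alone includes at least 1 of these libraries, and that of IFNγ with DMSO includes both. The other comparisons are affected too, since the spread was estimated over all 18 libraries. In a fit without both, added after the data were seen, 180 genes were lower and 30 higher with A-241 than with A-485. With all libraries these counts were 42 and 2.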

We assessed the transcriptional consequences on both steady-state and IFNγ-inducible gene expression using two chemically distinct catalytic P300/CBP inhibitors, A-485 [24] and A-241 [25]. 

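After 3 h under steady-state conditions, 422 of the genes tested were lower with A-241 than with DMSO and 99 were higher, so that 81.0% of the genes called were lower. With A-485, 74 genes were lower than with DMSO and 5 were higher. Compared directly, 42 genes were lower with A-241 than with A-485 and 2 were higher, Cpeb4 and Hexim1. These counts depended on the model. When only the 6 libraries compared were fitted, 74 were lower and 1 higher with A-241, 0 were lower and 0 higher with A-485 (671 and 208 at an unadjusted p under 0.05), and 111 were lower and 10 higher in the direct comparison. With 2 surrogate variables, chosen after the data were seen, 1210 were lower and 913 higher with A-241, 611 and 187 with A-485, and 409 and 147 in the direct comparison. The counts also moved with single libraries. Without A-241 replicate 1, 224 genes were lower with A-241 and 25 were higher. Without A-485 replicate 1, 28 genes were lower with A-485, and with any of its 6 libraries left out at most 1 gene was higher. In the direct comparison 18 genes were lower without A-241 replicate 1, and at most 1 was higher with any 1 of the 6 libraries left out.
Depp1 had no count in the 3 A-241 libraries and 61.3 counts on average with DMSO, and was at least 19.5-fold lower with A-241 (adjusted p = 1.71e-05, edgeR). Myc, on chromosome 15 of GRCm38 from 61985391 to 61990374, fell by 4.93 on the log2 scale with A-241 (standard error 0.64, adjusted p = 0.000115, edgeR). Myc had 2, 4 and 0 counts in the A-241 libraries, so the size of this fall is uncertain. With 1 library left out the change lay between -5.83 and -4.38. Its change with A-485 was -0.95 (standard error 0.44, adjusted p = 0.396, edgeR), and the direct comparison gave -3.98 (adjusted p = 0.00649, edgeR). The largest increases with A-241 among genes with at least 50 counts and separated libraries were those of Mtfr2 (log2 fold change 2.02), Hexim1 (1.63) and Mxd1 (1.60). Mxd1 was no longer past the threshold without, for example, DMSO replicate 2 (adjusted p = 0.0247, edgeR).
With A-485 the largest decreases were those of Tle3 (-3.22, adjusted p = 1.85e-05, edgeR), Lrrc75b (-3.08) and Il34 (-3.04). Lrrc75b and Il34 passed the threshold only with all libraries of A-485, and without A-485 replicate 2 their adjusted p was 0.0166 and 0.0449 (edgeR). The genes higher with A-485 were Hexim1, Ifit1, Snora26, Tor3a and Gm26448, of which Ifit1 and Gm26448 lay outside the rule for named genes and were chosen after their values were seen. Snora26 lies within Dancr and shares its reads. Hexim1 had a log2 fold change of 0.84 with A-485 (adjusted p = 0.00406, edgeR), which no longer passed the threshold with any 1 of the 6 libraries left out, for example A-485 replicate 2 (adjusted p = 0.035, edgeR). In the direct comparison the genes that fell most were Cxcl5 (-4.20), Sostdc1 (-3.84) and Fst (-3.18). Cxcl5 did not pass the threshold with any 1 of the 6 libraries left out, for example A-241 replicate 3 (adjusted p = 0.0709, edgeR). Its counts were 20, 15 and 15 with A-241 and 362, 306 and 300 with A-485. The test also uses its spread in other conditions, such as DMSO (374, 517 and 45 counts) and IFNγ (594, 21 and 429 counts).
Among the genes lower with A-485, 71 were also lower with A-241. Hexim1, Tor3a and Gm26448 were higher with both. Since both inhibitors were compared with the same DMSO libraries, shared calls were also counted in 20 simulated data sets with no effect of either inhibitor, and 0 genes were lower with both in each. At an unadjusted p under 0.01, 523 genes were called with both inhibitors, and 170.5 were in the median simulated data set (145 to 194). Across genes, which are not independent replicates, the log2 fold changes of the inhibitors had a Pearson's r of 0.83. In the simulated data, whose design was changed after its first output, r lay between 0.822 and 0.838. With different DMSO libraries for A-241 and A-485, r lay between 0.187 and 0.441.

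**Figure D1:**
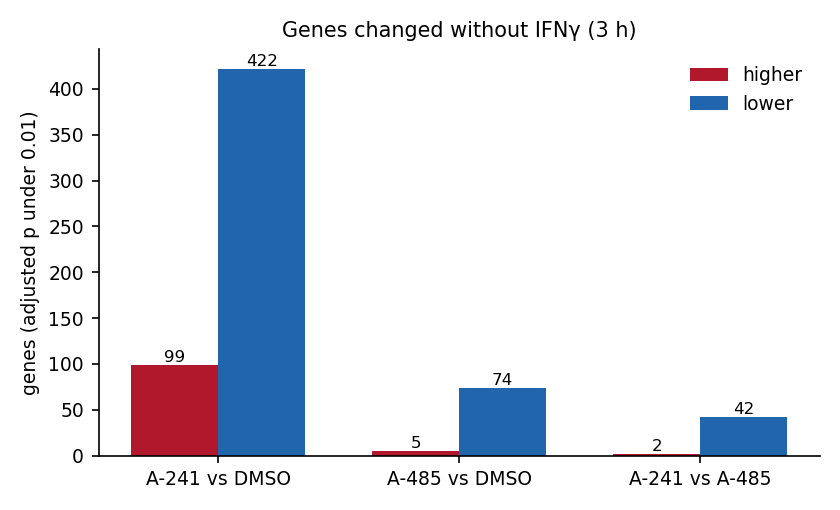
Number of genes higher (red) and lower (blue) at an adjusted p under 0.01 in edgeR, for A-241 and A-485 relative to DMSO and for A-241 relative to A-485, with n = 3 libraries per condition. The bars for A-241 reach 422 genes lower and 99 higher, and those for A-485 reach 74 and 5.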

RNA-seq under steady-state transcription demonstrated that both A-485 and A-241 preferentially suppressed transcription (Additional file 3: Fig. S3A), although A-241 was more potent (Additional file 3: Fig. S3B, C). Accordingly, A-241 was utilized for all subsequent assays. We performed ChIP-seq with reference exogenous genome (ChIP-Rx) for H3K27ac as a direct biomarker of P300/CBP activity following A-241 treatment. Indeed, H3K27ac signal at active *cis*-regulatory elements demonstrated drastic global reduction following treatment with A-241 (Additional file 3: Fig. S3D) that was not clearly associated with modulation in chromatin accessibility by ATAC-seq (Additional file 3: Fig. S3E, F). Finally, it was notable that the transcriptional response to A-241 and JQ1 was highly divergent (Additional file 4: Fig. S4A), supporting observations recently made in multiple myeloma [26]. 

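At the threshold of the Venn diagram (Additional file 4: Fig. S4A), applied to the adjusted p, 552 genes were lower by more than 1 on the log2 scale in A-241 than in DMSO (adjusted p under 0.05, edgeR). This count was 412 without A-241 replicate 1 and 654 without DMSO replicate 2. With the groups A-241 and DMSO fitted alone it was 313, the largest change among the alternatives tried. The libraries treated with JQ1 were not analysed here.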

The effects of inhibiting P300/CBP catalytic KAT activity on IFNγ-induced gene expression were explored next. 

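IFNγ alone raised 144 genes relative to DMSO and lowered 12. Without DMSO replicate 2, 101 genes were higher, and without IFNγ replicate 1, 3 were lower. When only these 6 libraries were fitted, 19 genes were higher and 0 lower, with 114 lower at an unadjusted p under 0.05. With 2 surrogate variables, added later, 352 were higher and 111 lower. By fitted fold change, the largest increases were those of Gm12250, Cxcl9 and Gm4841. The GENCODE vM21 annotation lists Gm12250 as a processed pseudogene, and whether it has a product was not examined. Gm12250 and Cxcl9 had at most 3 counts in each DMSO library and were at least 53.6-fold and 137-fold higher. These bounds alone do not place them above genes such as Cxcl10 (log2 fold change 7.48). Gm4841 had a log2 fold change of 9.04 (standard error 0.51, adjusted p = 1.28e-08, edgeR). It had 4, 2 and 0 counts with DMSO, and its change lay between 8.71 and 9.96 with 1 library left out. The genes that fell most with IFNγ were Ephb3 (-1.87), Trib2 (-1.46) and Tsc22d1 (-1.17). Tsc22d1 lost its call without, for example, DMSO replicate 1 (adjusted p = 0.0277, edgeR).
In the presence of IFNγ, 424 genes were lower with A-241 than without and 65 were higher. With A-485, 64 genes were lower than with IFNγ alone and 2 were higher, Dnmt3b and Eri2. Between the inhibitors, 61 genes were lower with A-241 than with A-485, and only Hexim1 was higher (log2 fold change 1.02, standard error 0.14, adjusted p = 0.00101, edgeR). The counts with inhibitors depended on the model as well. Fits restricted to the 6 libraries compared gave 82 genes lower with A-241, 138 lower in the comparison of the inhibitors and 0 with A-485, where 800 genes were lower at an unadjusted p under 0.05. With the surrogate variables 1031 were lower with A-241, 293 in the comparison of the inhibitors and 315 with A-485. Without A-241+IFNγ replicate 1, 234 genes were lower and 16 higher with A-241. Without A-485+IFNγ replicate 1, 17 were lower with A-485. Dnmt3b and Eri2 did not pass the threshold with any 1 of the 6 libraries left out, for example A-485+IFNγ replicate 1 (adjusted p = 0.0476 and 0.0392, edgeR). Without A-241+IFNγ replicate 2, 17 were lower in the comparison of the inhibitors. Of the genes lower with A-485 in the presence of IFNγ, 61 were also lower with A-241, which shares the IFNγ libraries.
Among genes called with at least 50 counts and separated libraries, to which all largest changes named here are limited, Gm12250 and Cxcl9 fell with A-241 in the presence of IFNγ by 6.25 and 6.05 on the log2 scale (adjusted p = 3.17e-06 and 1.68e-07, edgeR). Gbp4, whose exons overlap those of Gbp8 and Gbp9, was at least 17.9-fold lower. The genes that rose most were Fam117a (2.09), Egr1 (1.99) and Mxd1 (1.85), the last without a call when A-241+IFNγ replicate 3 was left out (adjusted p = 0.0112, edgeR). Among the largest decreases with A-485 were those of Sectm1b (-2.65) and Tle3 (-2.58). Sectm1b lost its call with any of 5 libraries left out, for example A-485+IFNγ replicate 1 (adjusted p = 0.0656, edgeR). Directly compared, Cxcl9 (-4.73), Has2 (-3.84) and Gm12250 (-3.82) were lower with A-241 than with A-485. The call of Gm12250 was lost without, for example, A-241+IFNγ replicate 1 (adjusted p = 0.015, edgeR).
Relative to the same inhibitor without IFNγ, IFNγ raised 23 genes with A-241 and lowered 0, with 182 lower at an unadjusted p under 0.05. It raised 89 genes with A-485 and lowered 7. Of the genes raised by IFNγ alone, 22 were also raised with A-241 and 75 with A-485. By fitted fold change, Gm4841 (at least 51.2-fold), Cxcl10 (log2 fold change 6.02) and Gbp2 (4.55) were raised most with A-241. Cxcl10 had 1, 0 and 5 counts with A-241 alone, and its change lay between 5.44 and 7.81 with 1 library left out. With A-485, Cxcl9 (at least 81.8-fold), Gm4841 (7.79) and Cxcl10 (6.80) were raised most by fitted fold change. Kcnn4 (-1.72) and Trib2 (-1.59) were among those that fell most with A-485. Without A-241 replicate 1, 14 genes were raised with A-241. Without A-485 replicate 2, 53 were raised with A-485, and without A-485 replicate 1, 3 were lowered. Fits of the 6 libraries compared gave 40 raised and 3 lowered with A-241, and 154 raised and 30 lowered with A-485. With the surrogate variables 104 were raised and 23 lowered with A-241, and 261 and 71 with A-485.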

Recapitulating the effects on steady-state transcription (Additional file 3: Fig. S3B, C), A-241 more potently suppressed IFNγ-induced gene expression than A-485 (Additional file 4: Fig. S4B). It was clear that while BET inhibition selectively disrupted the transcriptional response to IFNγ (Fig. 3G), the effects of inhibiting P300/CBP catalytic KAT activity were more global (Fig. 4A) and included transcripts unaffected by BET inhibition, such as *Stat1* and *Tap1* (Additional file 4: Fig. S4C). 

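All 84 genes labelled in the heatmaps of IFNγ stimulated genes (Fig. 3G, Fig. 4A) had enough counts to be tested. With IFNγ alone 80 were higher and 4 were lower than with DMSO. In the presence of IFNγ, 83 of the 84 were lower with A-241 than without, with a median log2 fold change of -1.64 (quartiles -2.58 and -0.85). Among them 56 passed the threshold over all genes tested and 72 did so when adjusted over the list alone. The paper's text does not say on which libraries these genes were chosen, so the second count may not be independent evidence. With A-485 the median was -0.71, 79 genes were lower, 9 passed the threshold over all genes and 43 when adjusted over the list alone. The list was lower with A-241 than with A-485 by a median of -0.78, and 20 genes passed the threshold over all genes and 35 when adjusted over the list alone. As a set, the list was lower with A-241 (adjusted p = 2.91e-08), with A-485 (adjusted p = 1.44e-06) and in the comparison of the inhibitors (adjusted p = 2.91e-08) by limma's camera with an estimated correlation between genes, adjusted over the 64 set tests made. All 44 set tests with an adjusted p under 0.05 were also called by fry.
Tap1, on chromosome 17 of GRCm38 from 34187553 to 34197225, shares exon bases with Psmb9. These genes lie on opposite strands and overlap at their starts, away from the transcript ends where the reads fall. The level of Tap1 rose from 3.26 ± 0.42 log2 CPM with DMSO (SD, n = 3) to 6.42 ± 0.43 with IFNγ, and was 5.06 ± 0.09 with IFNγ and A-241. It fell by 1.41 with A-241 relative to IFNγ alone (standard error 0.24, adjusted p = 0.00116, edgeR), and without A-241+IFNγ replicate 1 the call was lost (log2 fold change -1.35, adjusted p = 0.0104, edgeR). The change with A-485 was -0.81 (standard error 0.23, adjusted p = 0.0971, edgeR). Igtp, whose exons overlap those of Irgm2, fell by 2.98 with A-241 (adjusted p = 1.68e-07, edgeR) and by 1.11 with A-485 (adjusted p = 0.00467, edgeR). The second call was lost without, for example, A-485+IFNγ replicate 1 (adjusted p = 0.0347, edgeR). Cd274, whose exons overlap those of AC119228.1, had at most 1 count in each DMSO library and was at least 17.1-fold higher with IFNγ. It fell by 3.01 with A-241 (adjusted p = 1.77e-05, edgeR) and by 2.04 with A-485 (adjusted p = 0.00178, edgeR), the latter without a call when any of 4 libraries was left out, for example A-485+IFNγ replicate 3 (adjusted p = 0.0181, edgeR).
Of the 9 genes of the IFNγ response named in the paper's text, Fig. 1B or Fig. 4D, which include Tap1, Igtp and Cd274, all were lower with A-241, with a median of -1.41 (limma's camera, adjusted p = 5.21e-06), and 4 passed the threshold over all genes and 7 when adjusted over the list alone. With A-485 the median was -1.01, and 3 passed the threshold over all genes and 5 when adjusted over the list alone. Trim21 changed by -0.85 with A-241 (adjusted p = 0.0399, edgeR). The 16 genes labelled in the plot of the IFNγ response (Fig. 1A), 6 of them among those 9, had a median of -1.78 with A-241 (limma's camera, adjusted p = 2.32e-06) and -0.93 with A-485 (limma's camera, adjusted p = 8.46e-05). All 16 were lower with either inhibitor, with 8 past the threshold for A-241 and 3 for A-485. Adjusted over the list alone, 13 and 8 passed it.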

Despite suppressing Stat1 transcriptional up-regulation (Additional file 4: Fig. S4B), A-241 had no effect on phosphorylation of Stat1 (Y701) downstream of IFNγ receptor stimulation (Fig. 4B), highlighting that inhibition of P300/CBP catalytic KAT activity acts downstream of initial signal transduction. Moreover, global analysis of IFNγ-stimulated genes demonstrated more robust suppression when compared to BET inhibition (Additional file 4: Fig. S4D). These findings highlight that inhibiting P300/CBP catalytic KAT activity robustly modulates cellular transcription. 

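IFNγ-induced genes were taken as those with an adjusted p under 0.01 and a log2 fold change over 1 for IFNγ relative to DMSO. These were 137 genes with a median log2 fold change of 2.49, or 2.40 with the 21 genes at their lower bound set to it. With A-241 in the presence of IFNγ, 134 of the 137 were lower than with IFNγ alone, with a median log2 fold change of -1.74 (quartiles -2.78 and -0.87). Of these, 87 passed the threshold over all genes tested and 114 when adjusted over the list alone. The 3 genes not lower were Arid5a, Csrnp1 and Gm26448, chosen after their values were seen. With A-485, 125 genes were lower, with a median of -0.78, and 14 passed the threshold over all genes and 60 when adjusted over the list alone. All 14 were also called with A-241. A-241 gave lower values than A-485 for 127 of the 137 genes, with a median difference of -0.96, and 31 genes passed the threshold.
The list was chosen with the same IFNγ libraries that the inhibitors were compared with, which lowers the medians. In simulated data without an effect of either inhibitor the medians were -0.27 for A-241 and -0.28 for A-485, and 0 genes were called. The simulated lists were longer, with 319 to 395 genes, so these medians are not those of a list of 137 genes. When the list was chosen with 2 of the IFNγ libraries and the inhibitors were compared with the remaining 1 alone, the medians over the 3 ways lay between -1.78 and -1.22 for A-241 and between -0.82 and -0.48 for A-485. The number called with A-485 depended on single libraries. It was 2 without A-485+IFNγ replicate 1 and 26 without IFNγ replicate 2. With A-241 the count lay between 65, without A-241+IFNγ replicate 1, and 99, without IFNγ replicate 2. The median for A-241 was -2.47 when only the conditions compared were fitted and -1.13 with at least 10 counts required in every library. In such fits the list was chosen anew, so these are not medians of the same 137 genes. The genes labelled in the heatmaps, a list not chosen anew, had a median of -1.64 in the main fit. It was -1.64 with only the conditions compared and -0.99 with at least 10 counts.
The induction by IFNγ itself was compared with and without each inhibitor by an interaction term. With A-241, 132 of the 137 genes had a weaker induction, with a median interaction of -1.40 on the log2 scale. The list was chosen with the same IFNγ and DMSO libraries, which pushes the interaction with either inhibitor down. The size of this push was not simulated, so these medians and counts of direction do not by themselves show an effect. Past the threshold were 4 genes, among them Igtp (-3.38, standard error 0.29, adjusted p = 3.21e-05, edgeR), Gbp3 (-2.58, standard error 0.33, adjusted p = 0.00284, edgeR) and Iigp1 (-3.12, standard error 0.42, adjusted p = 0.00379, edgeR). Gbp3 and Iigp1 were chosen after their values were seen. Adjusted over the list alone 49 passed it, and 98 had a weaker induction at an unadjusted p under 0.05. With 1 of the 12 libraries left out in turn, Iigp1 lost its call in 10 fits and Gbp3 in 6. Without A-241+IFNγ replicate 1 only Igtp passed the threshold, and without IFNγ replicate 2, 9 genes did. With A-485 the median interaction was -0.82 and 0 genes passed the threshold over all genes, 19 when adjusted over the list alone and 58 at an unadjusted p under 0.05.

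**Figure D2:**
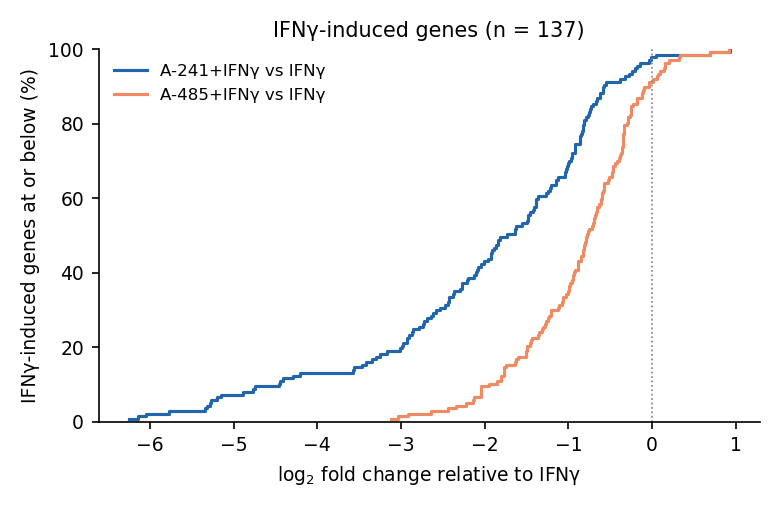
Cumulative share of the 137 IFNγ-induced genes (percent) by log2 fold change of A-241+IFNγ (blue) and A-485+IFNγ (orange) relative to IFNγ alone. The dotted line marks no change, and the medians are -1.74 and -0.78.

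**Figure D3:**
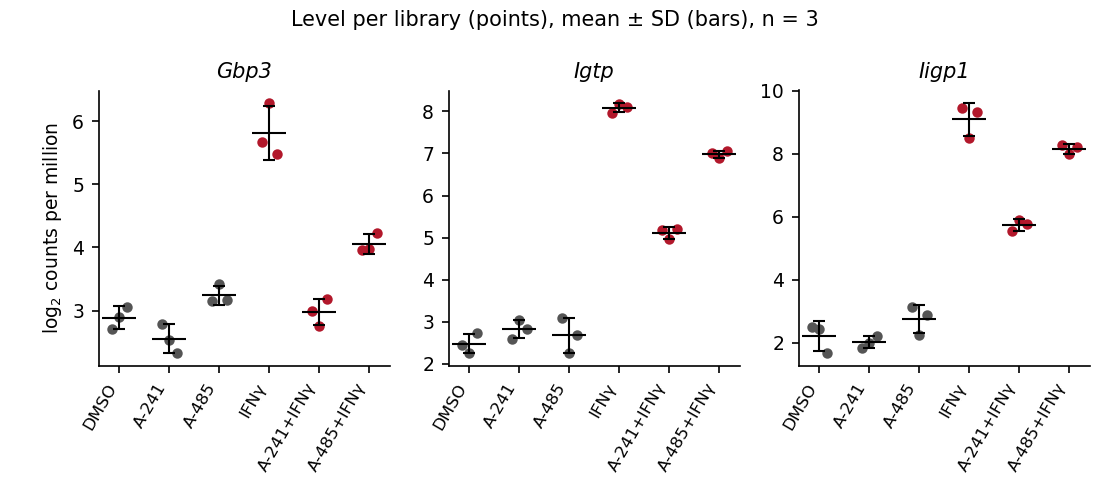
Log2 CPM of Gbp3, Igtp and Iigp1 in each library (points) with mean and SD (bars, n = 3), in conditions without IFNγ (grey) and with IFNγ (red). The axes do not start at 0 and differ between genes; Igtp lies at 8.09 with IFNγ and 5.11 with IFNγ and A-241.

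The paper describes the suppression of IFNγ-stimulated genes as more robust than that by BET inhibition, a comparison not analysed here, and concludes from its findings that inhibiting the catalytic KAT activity of P300/CBP robustly modulates transcription.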

Importantly, these transcriptional defects are broader and clearly dissimilar to the more selective effects of BET bromodomain inhibition, which we anticipate would be even more pronounced if nascent RNA profiling was employed.

**Fig. 4:**
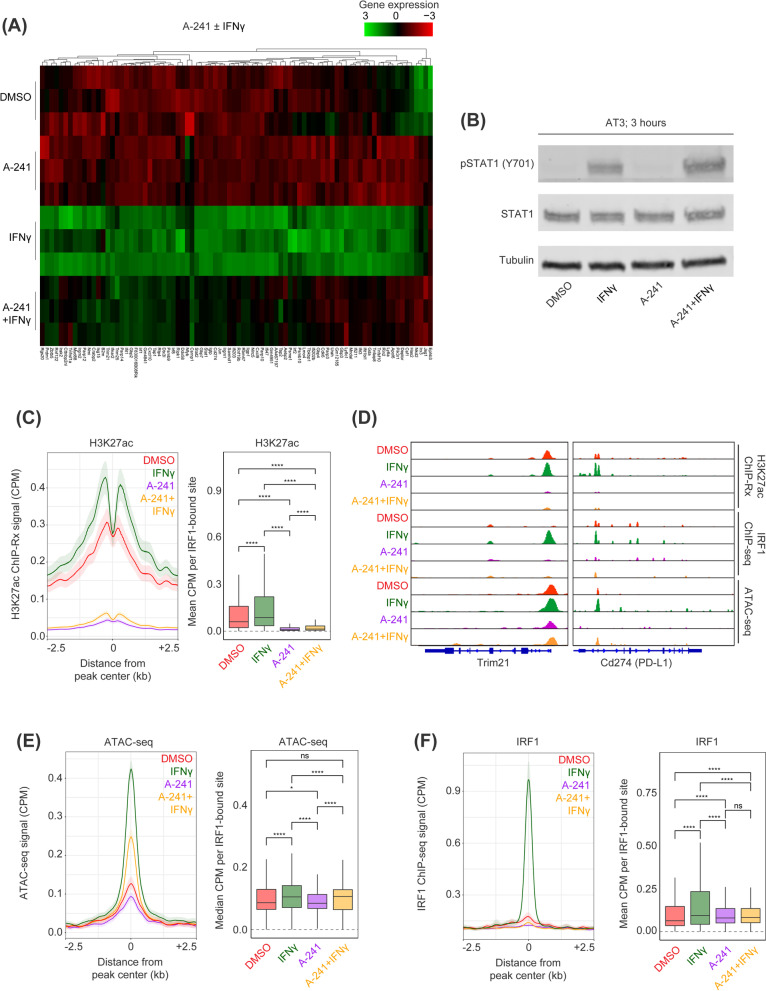
Catalytic P300/CBP inhibition stymies IRF1-dependent transactivation of IFNγ-induced genes. **A** Column-normalized heatmap of gene expression by RNA-seq for IFNγ stimulated genes in the presence of IFNγ ± A-241. **B** AT3 cells stimulated with IFNγ ± A-241 for 3 h prior to immunoblot for Tubulin, STAT1, or phosphor-STAT1 (Y701). **C** Acetylation of H3K27 by ChIP-seq at IFNγ-induced loci following IFNγ ± A-241. **D** IGV screenshot of *Trim21*, *Igtp*, and *Cd274* loci showing H3K27ac ChIP-Rx, ATAC-seq, and IRF1 ChIP-seq in the presence of IFNγ ± A-241. **E** Binding of IRF1 by ChIP-seq to IFNγ-induced loci following IFNγ ± A-241. **F** Chromatin accessibility by ATAC-seq at IFNγ-induced loci following IFNγ ± A-241. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, Mann–Whitney *U* test

### Loss of P300/CBP lysine acetyltransferase activity prevents activation of IRF1-bound cis-regulatory elements

To determine how inhibition of P300/CBP impacted the epigenetic remodeling induced by IFNγ, ChIP-Rx [27] for H3K27ac was utilized to investigate the capacity for A-241 to suppress hyper-acetylation of IRF1-associated *cis*-regulatory elements. As expected, A-241 co-treatment was able to potently suppress IFNγ-induced histone hyper-acetylation (Fig. 4C, D). The requirement of lysine acetylation by P300/CBP for chromatin accessibility during a de novo remodeling process and transcriptional activation process was unclear. Therefore, ATAC-seq in the presence and absence of IFNγ and A-241 was performed, assessing the changes in chromatin accessibility at IRF1-associated *cis*-regulatory elements. Catalytic P300/CBP KAT activity was required, at least in part, for chromatin accessibility changes associated with IFNγ stimulation (Fig. 4D-E). ChIP-seq for Irf1 under those conditions was also performed, given that Irf1 binding was a critical prerequisite to epigenetic activation of these loci. Strikingly, we found that inhibiting P300/CBP catalytic KAT activity almost completely inhibited the transactivation by Irf1 (Fig. 4D, F), thereby linking loss of TF binding with a failure to subsequently gain chromatin accessibility. Overall, these data indicate that acetylation by P300/CBP regulates transactivation by IRF1 following IFNγ stimulation. More broadly, these findings highlight that P300/CBP are a critical epigenetic dependency that underpins the transcriptional response to IFNγ.

## Discussion

Inhibiting the lysine acetyltransferase activity of P300/CBP is an emergent therapeutic strategy in cancer. First-generation catalytic P300/CBP inhibitor, A-485, was shown to possess anti-tumor activity in models of prostate cancer [24], multiple myeloma (MM), and chronic lymphocytic leukemia [26]. Using a second-generation P300/CBP inhibitor A-241, we could recapitulate key recent findings that showed acute maintenance of chromatin accessibility occurred largely independently of histone acetylation by P300/CBP [26, 28, 29]. This may be, at least in part, due to P300 remaining bound to chromatin, while its catalytic KAT domain is inhibited, as was shown in MM [26]. One possibility is that combining P300/CBP catalytic KAT inhibitors with P300/CBP Bromodomain inhibitors (to promote displacement of P300/CBP from chromatin) could more profoundly disrupt P300/CBP protein complexes, leading to more pronounced disruption of epigenetic and transcriptional processes. In agreement with this notion, combined inhibition of P300/CBP KAT and Bromodomain modules in MM was shown to additively promote histone hypoacetylation, though these effects were less pronounced than a dual P300/CBP-targeting proteolysis-targeting chimera (PROTAC) molecule, dCBP-1, which additionally reduced chromatin accessibility [42]. Indeed, emergent small molecule inhibitors and PROTACs targeting P300 and/or CBP will allow for the systematic characterization of the additional functions of P300/CBP beyond its KAT activity, such as the known scaffolding functionality.

In contrast to the effects of inhibiting P300/CBP catalytic KAT activity upon cells under steady-state conditions, chromatin accessibility associated with an acute transcriptional stimulus such as IFNγ was highly dependent on the catalytic KAT activity of P300/CBP. While inhibiting P300/CBP catalytic KAT activity abrogated IFNγ-induced expression of certain antigen processing genes (e.g. Tap1), which may potentially limit CD8^+^ T-cell immunity, this may concomitantly augment natural killer cell-driven killing. Conversely, it is plausible that catalytic P300/CBP inhibitors may be leveraged in auto-immune disorders and graft-vs-host disease to reduce unwanted or excessive T-cell mediated immune responses. Thus, the overall net effect of therapeutically inhibiting P300/CBP catalytic KAT activity on immune responses remains unclear and requires pre-clinical evaluation using syngeneic in vivo model systems. These in vivo studies will be essential to provide independent validation of the epigenetic mechanisms demonstrated here, as well as investigation of the effects of inhibiting P300/CBP catalytic KAT activity on the host immune system and anti-tumor immunity.

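The values for antigen processing come from the RNA-seq of AT3 cells treated with IFNγ and the inhibitors. A list of 13 genes of antigen processing and presentation, set in advance, held Tap1, Tap2, Tapbp, Psmb8, Psmb9, Psmb10, Psme1, Psme2, B2m, H2-K1, H2-D1, Nlrc5 and Erap1. All 13 were higher with IFNγ, with a median log2 fold change of 1.10, and 6 passed the threshold over all genes and 8 when adjusted over the list alone. With A-241 in the presence of IFNγ, 11 were lower than with IFNγ alone, with a median of -0.83 (limma's camera, adjusted p = 0.0214). Of these 2 passed the threshold over all genes, Tap1 and Nlrc5, and 3 when adjusted over the list alone. With A-485 the median was -0.47 (limma's camera, adjusted p = 0.0259), and 0 passed the threshold over all genes, 4 when adjusted over the list alone and 4 at an unadjusted p under 0.05. The difference between the inhibitors, a median of -0.18, was not called (limma's camera, adjusted p = 0.277). The interaction of A-241 with IFNγ had a median of -0.80 (limma's camera, adjusted p = 0.00101) and was negative for all 13 genes. That of A-485 had a median of -0.50 (limma's camera, adjusted p = 0.00217) and was negative for all 13 as well. Both interactions use the same DMSO and IFNγ libraries.
Nlrc5, a regulator of these genes on chromosome 8 of GRCm38 from 94434356 to 94527272 that overlaps 9330175E14Rik, was at least 5.52-fold higher with IFNγ than with DMSO and fell by 2.90 with A-241 (standard error 0.46, adjusted p = 0.0007, edgeR). Psmb9, which shares exon bases with Tap1 only at its start, rose by 3.72 with IFNγ (adjusted p = 9.05e-06, edgeR) and changed by -1.00 with A-241 (adjusted p = 0.0501, edgeR). Tap2 varied between libraries, with 238, 33 and 44 counts in the IFNγ replicates, and its change with A-241 was -1.93 (standard error 0.65, adjusted p = 0.0888, edgeR). With 1 library left out that change lay between -3.62, without A-241+IFNγ replicate 2 (adjusted p = 0.00553, edgeR), and -1.06, without IFNγ replicate 1 (adjusted p = 0.358, edgeR), and it was -0.58 with 2 surrogate variables. H2-K1 (0.38) and H2-D1 (0.20) were not lower with A-241 when all libraries were used. IFNγ replicate 2 had 168 and 163 counts of them, against 1238 and 807 for H2-K1 and 1003 and 775 for H2-D1 in the others. On the log2 CPM scale those others lay at 7.25 and 7.14 for H2-K1, within the 7.04 to 7.42 of A-241+IFNγ. For H2-D1 they lay at 6.95 and 7.09, within 6.56 to 7.13. These increases thus rest on IFNγ replicate 2. In cells that received A-241, IFNγ raised Tap1 by 1.64 (standard error 0.25, adjusted p = 0.00434, edgeR), against 3.22 in cells without it (adjusted p = 8.11e-07, edgeR), and the interaction was -1.57 (standard error 0.35, adjusted p = 0.152, edgeR).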

We demonstrated that catalytic P300/CBP KAT activity is required for IRF1 transactivation following IFNγ stimulation. We note this effect could be potentially resultant from (1) P300/CBP suppressing transcription of IRF1 itself, (2) loss of a functional acetylation site on IRF1, (3) P300/CBP inhibitors antagonizing the acetylation-independent allosteric interaction between IRF1 and P300 [30], or (4) a combination of (1)–(3). Thus, systematic biochemical assays will be required to deconvolute these possibilities, as well as the broader conservation of these mechanisms across distinct cell/tumor types.

## Conclusions

This study provides an epigenetic hierarchy for IFNγ-stimulated gene expression. Previous efforts to clarify dependencies of IFNγ target genes have largely been performed using genetic depletion approaches, which are particularly problematic for studying the epigenetic proteins that are typically pan-essential. Moreover, these studies have historically been limited to a single IFNγ responsive locus, which fails to capture the global complexity. In contrast, the work detailed herein utilized integrated and unbiased genomics methodologies to evaluate the hierarchy of events that leads to induction of transcription following IFNγ stimulation, as well as functional studies to evaluate this model by antagonizing various epigenetic regulators. Overall, these findings provide fundamentally important insight into the presumed role for certain epigenetic regulators in driving expression of IFNγ target genes, while also highlighting the importance of P300/CBP KAT activity for IRF1 transactivation.

## Methods

### Cell lines and reagents

AT3 breast cancer cell lines were obtained from the institutional cell line bank at the Peter MacCallum Cancer Center (PMCC; Melbourne, Australia) and tested bi-monthly for the presence of mycoplasma. Cells were cultured in vitro for < 3 months before a fresh aliquot was thawed to minimize culture adaptations/genetic drift. AT3 cells were grown at 37 °C and 10% CO_2_ in Gibco Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal calf serum, penicillin (100 u/mL), and streptomycin (100 mg/mL). JQ1 was provided by Dr. James E. Bradner (Boston MA, USA). Catalytic P300/CBP inhibitors A-241 and A-485 were provided by AbbVie (North Chicago, IL, USA). All small molecules were reconstituted at 10 mM in 100% dimethyl-sulfoxide (DMSO) and stored at – 20 °C. Recombinant murine and human IFNy was purchased from BioLegend (Catalog #575304 and # 570206, respectively) and diluted to 20 µg/mL in 0.5% BSA in PBS and stored in single-use aliquots at – 80 °C.

### Immunoblot

AT3 cells were pre-treated with A-241 (250 nM) for 1 h prior to the addition of recombinant murine IFNy (1 ng/mL) for an additional 2 h. Cells were harvested by centrifugation and washed once in ice-cold PBS prior to whole cell lysis using Lamelli buffer (60 mM Tris HCl pH 6.8, 10% v/v glycerol, 2% v/v glycerol SDS) and incubated at 95 °C for 5–10 min until completely homogenized. Cell lysate protein concentration was measured using Pierce BCA Protein Assay Kit (ThermoFisher Scientific, 23225) according to the manufacturer’s instructions. Prior to running SDS-PAGE, protein lysates were prepared with sample loading buffer (120 mM Tris HCl pH 6.8, 20% v/v glycerol, 4% w/v SDS, 71.5 mM β-mercaptoethanol, bromophenol blue). Protein lysates were separated on Mini-PROTEAN TGX 4–15% gels (Bio-Rad, 465-1086) prior to transfer at 0.25A onto Immobilon-P (IPVH00010) membranes in transfer buffer (25 mM Tris HCl, 192 mM Glycine, 5% v/v methanol) at 4 °C. Membranes were blocked with Tris-buffered saline (TBS) supplemented with 5% w/v skim milk powder. Next, membranes were incubated overnight using the following primary antibodies: anti-phospho[Y701]-STAT1 (#9167, Cell Signaling Technologies), anti-STAT1[total] (#610185, BD Biosciences), and anti-α-Tubulin (#05-829, Millipore Sigma). Membranes were incubated with horse radish peroxidase (HRP)-conjugated secondary antibodies at room temperature for 1 h and washed at least three times in TBS supplemented with 0.1% v/v Tween20. Immunoreactive bands were revealed using ECL reagents (Amersham ECL or ECL Prime, GE Healthcare) by film exposure (Fujifilm Super RX, Fujifilm) using an Agfa CP1000 developer (Agfa). For both of the cropped immunoblots presented in Fig. 4B, the corresponding uncropped blots are also shown in Additional File 5: Fig. S5A, B.

### TCGA correlation analysis

RNA-Seq by Expectation Maximization (RSEM) [31] scaled expression values for TCGA were downloaded from the GDAC Firehose website [32]. Entrez gene IDs were mapped to HGNC gene symbols using the biomaRt (v2.42) R package [33] and collapsed to unique values per gene symbol by selecting the most variable entrez ID among all samples for each gene symbol. Primary samples from the TCGA BRCA cohort were selected using the TCGAbiolinks (v2.14.0) R package [34] and were matched with progression-free interval end points from the TCGA Pan-Cancer Clinical Data Resource [35]. IFNg signature scores were calculated using the Singscore (v1.6) R package [36] from a set of genes found to be strongly interferon induced across multiple cell lines (Additional file 1: Fig. S1C). Samples were then stratified into 'High' (top 90th percentile) and 'Low' (bottom 10th percentile) signature score groups and log-rank *p* values were calculated using the Survival (v2.38) R package [37].

### RNA-sequencing

5e6 AT3 cells were plated in technical triplicate and each pre-treated with A-241 (250 nM), A-485 (1 µM), or DMSO vehicle for 1 h prior to the addition of recombinant murine IFNy (1 ng/mL), or vehicle control, for an additional 2 h (3 h total incubation with small molecules). Following indicated treatments, cells were collected by centrifugation and washed once with ice-cold PBS prior to resuspension in TRIzol™ (ThermoFisher Scientific, 15596026). RNA was isolated using the Direct-zol RNA MiniPrep kit (Zymo Research, R2052) according to the manufacturers instructions and eluted in 50 µL nuclease-free H_2_O. Sequencing libraries were prepared by the Molecular Genomics Core Facility (Peter MacCallum Cancer Center) with 500 ng input RNA using the QuantSeq 3’-mRNA Seq Library Prep Kit for Illumina (Lexogen, Vienna, Austria). Libraries were then pooled and sequenced on the Illumina NextSeq 500 to obtain 75 b.p. single-end reads. Sequencing files were demultiplexed using Bcl2fastq (v2.17.1.14) to generate individual FASTQ files on which QC was performed using FASTQC (v0.11.5). Sequencing reads were trimmed using cutadapt (v1.7) and aligned to the mouse reference genome (GRCm38/Mm10) using HISAT2 (v2.1.0). Read counting across genomic features was performed using featureCounts and the following settings: -p -T 20 -O -F GTF -t exon. Differential gene expression analysis was performed on the resultant counts matrix in Rstudio (v3.5.1) using the Limma/Voom workflow [38, 39]. Gene set enrichment analyses were performed using Gene Set Enrichment Analysis (GSEA) software (v3.0; https://www.gsea-msigdb.org/gsea/index.jsp) using pre-ranked (ranked by t-statistic) and enrichment plots were re-plotted from GSEA output using replotGSEA function in Rstudio. All additional figure generation for RNA-sequencing datasets was performed in in Rstudio (v3.5.1).

### ChIP-sequencing

Cells were pre-treated with JQ1 (1 µM), A-241 (250 nM), or A-485 (1 µM) for 1 h prior to the addition of recombinant murine IFNy, or vehicle control, for an additional 2 h (3 h total incubation with small molecules). Chromatin immunoprecipitation coupled with next-generation sequencing (ChIP-seq) was performed with reference exogenous genome (ChIP-Rx) using a modified protocol [27]. MM1.S cells (25e6/IP) were cultured in the presence or absence of A-485 or DMSO vehicle for indicated timepoints. At harvest, cells were washed once in ice-cold PBS prior to cross-linking. For cross-linking, 1/10th volume of fresh formaldehyde solution (11% formaldehyde, 0.05 mM EGTA, 1 mM EDTA, 100 mM NaCl, 50 mM Hepes–KOH pH 7.5) was added and incubated for 20 min at room temperature with rotation. Cross-linking was quenched by the addition of 1/20th volume of 2.5 M glycine and incubated for 5 min at room temperature with rotation. For isolation of nuclei, cell pellets were washed once in ice-cold PBS and then resuspended in ice-cold nuclear extraction buffer (0.5% NP-40, 2 mM EDTA, 10 mM NaCl, 20 mM Tris–HCl pH 8) and incubated for 5 min on ice. Following three sequential incubations in nuclear extraction buffer, cell nuclei were pelleted and resuspended in sonication buffer (0.3% SDS, 1% NP-40, 2 mM EDTA, 150 mM NaCl, 20 mM Tris–HCl pH 7.5) at a concentration equivalent to 50e6 cells per mL. Samples were sonicated in 12 × 24 mm Covaris tubes using the Covaris S2 instrument for 18 min using the following settings: 20% Duty Cycle, 1000 cycles/burst, and 10 Intensity. Prior to immunoprecipitation, sheared chromatin was diluted 1:1 in ChIP dilution buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris–HCl pH 8) and quantified using Qubit dsDNA HS assay kit. For ChIP-Rx, sheared Drosophila chromatin from S2 cells was spiked into immunoprecipitations at 1:40 ratio of Drosophila/human and processed as a single sample until ChIP-Rx normalization following DNA sequencing. Immunoprecipitations were performed overnight (12–16 h, 4 °C, with rotation) using Protein A and Protein G Dyna beads (Invitrogen) and the following antibodies: H3K27Ac (Abcam, ab4729) and IRF1 (Santa Cruz Biotechnology Inc., sc-497). Samples were washed once with ChIP dilution buffer, wash buffer 1 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris–HCl pH 8), wash buffer 2 (0.5% deoxycholate, 0.5% NP-40, 2 mM EDTA, 250 mM LiCl, 20 mM Tris–HCl pH 8), and TE buffer (1 mM EDTA, 10 mM Tris–HCl pH 7.5) prior to incubation in reverse cross-linking buffer (200 mM NaCl, 100 mM NaHCO_3_, 1% SDS, 300 μg/mL Proteinase-K) for 4 h at 55 °C with shaking. Finally, the supernatant was reverse-cross-linked overnight (12–16 h) at 65 °C prior to ChIP DNA isolation using Zymogen ChIP DNA Clean and Concentrator Kit (Zymo Research, D5205). For ChIP-Rx, libraries were generated using the NEBNext Ultra II DNA Library Prep Kit (NEB, E7645) and sequenced on an Illumina NextSeq 550 with 75 b.p. single-end reads. Library QC and quantification were performed using D1000 high-sensitivity screen tape with 4200 TapeStation Instrument (Agilent Technologies), and the size is selected between 200 and 500 bp using a Pippin Prep system (Sage Science).

### ATAC-sequencing

Cells were pre-treated with JQ1 (1 µM) or A-241 (250 nM) for 1 h prior to the addition of recombinant murine IFNy (1 ng/mL), or vehicle control, for an additional 2 h (3 h total incubation with small molecules). Assay for Transposase-Accessible Chromatin using Sequencing (ATAC-seq) was performed using an improved protocol to reduce mitochondria from the transposition reaction [40]]. Briefly, 5e5 MM1.S cells were cultured in duplicate with JQ1, A-485, or DMSO vehicle as described above. Cells were washed once in ice-cold PBS and lysed in ATAC lysis buffer (0.1% Tween-20, 0.1% NP-40, 3 mM MgCl_2_, 10 mM NaCl, 10 mM Tris HCl pH 7.4). Tagmentation was then performed with Tn5 transposase and 2 × TD Buffer (Nextera DNA Library Prep Kit, Illumina) for 30 min at 37 °C (in a thermocycler). Tagmented DNA was immediately purified using a MinElute column (Qiagen, #28004) and then amplified for 12 cycles using 2 × KAPA HiFi HotStart ReadyMix (Kapa Biosystems, KK2602) and Illumina-compatible/barcoded primers. The amplified libraries were purified using MinElute columns (Qiagen) and sequenced on an Illumina NextSeq 500 with 75 b.p. single-end reads. Library QC and quantification were performed using D1000 high-sensitivity screen tape with 4200 TapeStation Instrument (Agilent Technologies), and the size was selected between 200 and 500 bp using a Pippin Prep system (Sage Science).

### ATAC-seq and ChIP-seq analysis

Sequencing files were demultiplexed using Bcl2fastq (v2.17.1.14) to generate Fastq files on which QC was performed using FASTQC (v0.11.5). Sequencing reads were then aligned to custom reference genome consisting the mouse genome (Mm10) and the Drosophila melanogaster genome (Dm3) using Bowtie2 (v2.3.3). The resulting SAM files were converted to BAM files using Samtools (v1.4.1) using the view command, which were subsequently sorted, indexed, and potential PCR duplicates removed using the rmdup function. BAM files were converted into BigWig files using the bamCoverage function (Deeptools, v3.0.0) using the following settings (—normalizeUsing CPM—smoothLength 150—binSize 50—e 200 scaleFactor 1). For experiments with external normalization, the reads mapping to either Mm10 or Dm3 genomes were quantified using FeatureCounts (Subread package, v1.5.0) and the percentage of mapped Dm3 reads as a total of total mapped Dm3 + Hg19 reads was calculated. A scale factor was then calculated as the ratio of Dm3 reads in the control treatment condition and the treatment sample, which was then manually applied as the scaleFactor in the bamCoverage function. BigWig files were imported into Integrative Genomics Viewer (IGV, v2.7.0) for visualization of specific loci. Using Deeptools (v3.0.0), heatmaps were generated by computing read average read density (from BigWig files) across defined genomic intervals using computeMatrix, which we subsequently plot using the plotHeatmap command. Average profile plots were created using matrices generated by computeMatrix using a custom script in Rstudio. Annotation of putative super-enhancer regions from H3K27ac ChIP-seq data was performed using Ranking Ordering of Super-Enhancer (ROSE) using a 12.5 k.b. stitching distance and a 2.5 k.b. TSS exclusion to reduce promoter bias. Peak calling was performed with MACS2 with default parameters. Annotation of ATAC-Seq/ChIP-Seq peaks to proximal genes was performed using annotatePeaks.pl (Homer, v4.8). Rstudio (v1.1.46) and R (v3.5.1) were used for all additional analyses and figure preparation using the following R packages: ggplots2, rcolorbrewer.

### Super-enhancer and Coltron analysis

MACS2 (v2.2.1) was used for identification of (1) ATAC-seq peaks on BAM files from vehicle-treated and IFNγ-treated cells using the following parameters:—call-summits—nomodel—extsize 300, and (2) H3K27ac peaks on BAM files from vehicle-treated and IFNγ-treated cells using the following parameters:—cutoff-analysis. ATAC-seq and H3K27ac ChIP-seq peaks (.narrowPeak) mapping to ENCODE’s recommended Blacklisted regions [41] for the Mm10 genome were then excluded using bedtools intersect. Rose2 (v1.0.5) was then used to identify super-enhancers using the following parameters: -g mm10 -s 12,500 -t 2000. Coltron (https://pypi.org/project/coltron/) was used to perform core regulatory circuit analysis using the following parameters: -g MM10 -l 300. Rose2 and Coltron steps were repeated for both vehicle-treated and IFNγ-treated samples. Rstudio (v1.1.46) was used for figure preparation.

### Data availability

RNA-sequencing data of B16-F10 cells stimulated with IFNγ or vehicle control were downloaded from NIH’s Gene Expression Omnibus (GEO) under the accession number GSE134264. RNA-sequencing of MC38 cells stimulated with IFNγ or control was downloaded from GEO (GSE112252). RNA-sequencing of AT3 cells stimulated with IFNγ ± JQ1, or vehicle control, from our previous study was downloaded from GEO (GSE94057). ChIP-sequencing for RNA polymerase II, BRD4, IRF1, and H3K27ac in AT3 cells stimulated with IFNγ ± JQ1, or vehicle control, from our previous study was downloaded from GEO (GSE94130). Next-generation sequencing data generated in this study have been deposited in the NIH’s Gene Expression Omnibus (GEO) under the accession number GSE201883.

## Supplementary Information

**Additional file 1: Fig S1**. Conserved activation of IRF1 in response to IFNγ. **(A)** RNA-seq of B16-F10 melanoma cells stimulated with IFNγ. **(B)** RNA-seq of MC38 colon adenocarcinoma cells stimulated with IFNγ. **(C)** Venn diagram overlap of genes induced by IFNγ stimulation (Log_2_ fold-change > 1, P-value < 0.01) in AT3, B16-F10, and MC38 cells. **(D)** Genomic localization of IRF1-bound *cis*-regulatory elements identified following IFNγ stimulation. **(E)** De novo motif analysis in ATAC-seq peaks specifically found in IFNγ stimulated AT3 cells using peaks found in vehicle-treated AT3 cells as the background. **(F)** Clique fraction for highly connected core transcription factors in vehicle-treated cells. **(G)** Clique fraction for highly connected core transcription factors in IFNγ-treated cells.

**Additional file 2: Fig S2**. BET inhibition with JQ1 depleted BRD4 binding genome-wide. **(A)** BRD4 ChIP-seq signal (normalized log_2_ counts per million) in presence of JQ1 (1 µM) or DMSO for 3 h at cis-regulatory elements active under baseline conditions (in the absence of IFNγ) as identified by ATAC-seq. **(B)** ATAC-seq signal (normalized log_2_ counts per million) at cis-regulatory elements active under baseline conditions (in the absence of IFNγ) as identified by ATAC-seq. **(C)** Log_2_ fold-change in BRD4 signal (by ChIP-seq) at active cis-regulatory elements across 10 quantiles ranked by loss of BRD4. **(D)** Log_2_ fold-change in ATAC-seq signal at active cis-regulatory elements across 10 quantiles ranked by loss of BRD4. ****p < 0.0001, Mann–Whitney U test.

**Additional file 3: Fig S3**. Catalytic P300/CBP inhibitors perturb cellular transcription. **(A)** RNA-seq AT3 cells treated for 3 h with A-485 (1 µM) or A-241 (250 nM) relative to DMSO. **(B)** Venn diagram overlap of differentially expressed genes (P-value < 0.01) following treatment of AT3 cells with A-485 or A-241 relative to DMSO, respectively. **(B)** Row-normalized heatmap of gene expression values from RNA-seq of AT3 cells treated with A-485, A-241, or DMSO vehicle for genes responsive to A-241 treatment (P-value < 0.01). **(D)** H3K27ac ChIP-Rx signal (normalized log_2_ counts per million) in presence of A-241 or DMSO for 3 h at cis-regulatory elements active under baseline conditions (in the absence of IFNγ) as identified by ATAC-seq. **(E)** Log_2_ fold-change in H3K27ac ChIP-Rx at active cis-regulatory elements across 10 quantiles ranked by loss of H3K27ac. **(F)** Log_2_ fold-change in ATAC-seq signal at active cis-regulatory elements across 10 quantiles ranked by loss of H3K27ac. ****p < 0.0001, Mann–Whitney U test.

**Additional file 4: Fig S4**. P300/CBP and BET inhibition have disparate effects on steady-state and IFNγ-inducible transcription. **(A)** Venn diagram overlap of genes down-regulated following 3 h treatment with JQ1 and A-241 (P-value < 0.05, log_2_ fold-change < -1 relative to DMSO) in AT3 cells. **(B)** Row-scaled heatmap of normalized gene expression values for (log_2_ counts per million) of IFNγ-induced genes following treatment of AT3 cells with IFNγ ± A-241 or A-485, respectively. **(C)** Normalized counts (log_2_ counts per million) of *Stat1* and *Tap1* following IFNγ ± A-241. **(D)** Normalized counts (log_2_ counts per million) of IFNγ-induced genes following treatment of AT3 cells with IFNγ ± JQ1 or IFNγ ± A-241. *p < 0.05, ****p < 0.0001 t test.

**Additional file 5: Fig S5**. Uncropped Western blot images. **(A)** Uncropped Western blot image of data presented in Fig. 4B, corresponding to total Stat1 and Tubulin. **(B)** Uncropped Western blot image of data presented in Fig. 4B, corresponding to Phospho-Stat1 [Y701] and Tubulin.

## Data Availability

Next-generation sequencing data generated in this study have been deposited in the NIH’s Gene Expression Omnibus (GEO) under the accession number GSE201883.

## Abbreviations

ATAC-seq: Assay for Transposase-Accessible Chromatin with high-throughput sequencing
BET: Bromodomain and extra-terminal domain
CBP: CREB binding protein
ChIP-seq: Chromatin immunoprecipitation and sequencing
CRC: Core regulatory circuit
GSEA: Gene set enrichment analysis
IFNγ: Interferon gamma
IRF: Interferon-regulatory factors
ISRE: Interferon-sensitive response element
KAT: Lysine acetyltransferase
PROTAC: Proteolysis-targeting chimera
P-TEFb: Positive transcription elongation factor b
RNAPII: RNA Polymerase II
RNA-seq: RNA sequencing
SE: Super-enhancer
TF: Transcription factor
TME: Tumor microenvironment

How the deposited data were processed for this re-analysis (not part of the article)

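Gene expression was measured by 3′ mRNA sequencing in 18 libraries of AT3 cells, in 6 conditions of 3 libraries each. Cells received DMSO, A-241 (250 nM) or A-485 (1000 nM) for 1 h, and then IFNγ (1 ng/mL) or vehicle for a further 2 h. The deposited values are raw counts per gene, which the authors made by trimming the reads with cutadapt, aligning them to GRCm38 with HISAT2 and counting them on exons with featureCounts, with reads on several genes counted for each. All values are whole numbers, and each library has its own column. The paper's other sequencing data, of chromatin and of cells treated with JQ1, were not used here.

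Gene identifiers were joined to the GENCODE vM21 annotation of GRCm38. Of the 43629 identifiers, 42462 (97.3%) were matched to a symbol, and the 1081 identifiers not in the annotation held 0.403% of all counts. These were kept in the totals and in the tests. Coordinates are those of the whole gene, and overlap between genes means shared exon bases on either strand. GC content was taken from the last 500 bases of the transcript, where 3′ reads fall.

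Computations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0 and statmod 1.5.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by filterByExpr with the condition as group, which left 11964 genes. Libraries were scaled by TMM factors, and 1 model with a mean per condition was fitted to all libraries with glmQLFit, so that all comparisons share an estimate of the spread. Each comparison was tested with glmQLFTest, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.01, the threshold that the paper's legends apply to the p value. Levels are log2 CPM with a prior count of 2, and fold changes are those of edgeR.

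The comparisons were IFNγ, A-241 and A-485 each with DMSO, A-241 with A-485 both without and with IFNγ, each inhibitor with IFNγ against IFNγ alone, and each inhibitor with IFNγ against the inhibitor alone. The interaction of an inhibitor with IFNγ is the response to IFNγ with the inhibitor minus that without it. For a group whose libraries all had 3 counts or fewer, the level was set to 3 counts in its library of least depth, and the fold against that group is a lower bound. The lists of genes were the 84 labelled in the heatmaps, the 16 labelled in Fig. 1A, the 9 named in the text, Fig. 1B or Fig. 4D, the 43 transcription factors at super-enhancers of control cells and the 16 at those of IFNγ-treated cells (Fig. 2G, Fig. 2H), 13 of antigen processing and 9 of the IFNγ receptor pathway. The last 2 lists were chosen by hand. Each list was tested with camera of limma, with the correlation between genes estimated, and with fry.

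Single genes were named by a rule. It took every gene of the list from the text, Fig. 1B and Fig. 4D where a claim was about it. For each comparison it took the 3 largest increases and the 3 largest decreases by fitted fold change among genes called. These had at least 50 counts on average in the higher group and all libraries of 1 group above all of the other. Where a fold is given as a lower bound, the bound alone does not give this rank. Some genes that the rule takes are left out of the text, and values that need them are not used here. Other genes are marked as chosen after their values were seen.

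Sequencing depth was between 3417167 and 7856830 counts per library. At these depths 3 counts correspond to between 0.382 and 0.878 CPM. The method was tested on simulated data of 200 changed genes among 11811. edgeR called 59.5% of the changed genes, and 87.1% of the 116 genes changed by 2 on the log2 scale, with 1 false call and 0 calls in a comparison without any change. The changed genes were drawn only from genes above a minimum expression level, and each gene had the same spread in every simulated library. These rates may therefore not hold for genes of low counts, or where single libraries stand apart. To measure what shared control libraries produce, 20 data sets were simulated with no effect of either inhibitor. In these the control libraries were drawn too, with the spread of DMSO and of IFNγ taken from their own libraries. This design replaced, after its output had been seen, a first one that drew the inhibitor groups around the observed mean of DMSO and so left out the noise that both share. Random steps used the seed 1.

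The comparisons, the tests, the lists and most alternatives were set before the data were examined. These alternatives were DESeq2 and limma-voom in place of edgeR, no filter on low counts, at least 10 counts in every library, total counts or upper-quartile factors in place of TMM factors, the replicate number as a block, fits of only the groups compared, unadjusted p, an added limit on the fold change, other ways to choose the IFNγ-induced genes, DMSO libraries divided between the inhibitors, and each replicate left out in turn. Chosen after the data were seen were 3 more, namely both libraries rich in Gm42418 left out, voom with sample quality weights, and 2 surrogate variables from svaseq. No library was left out of the values at the paper's sentences unless this is stated there.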

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

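The tests below were chosen before their results were seen, except that the fit without the 2 libraries that stand apart was added after the data were seen, and the reading of a correlation among granulocyte markers between 0.2 and 0.5 as leaving the question open was chosen after the correlation was known.

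The induction of genes by IFNγ differed between cells with and without A-241. The interaction term, which tests this difference itself, was past the threshold for 4 of the 137 IFNγ-induced genes. Among them are Gbp3, Igtp and Iigp1. The paper's RNA-seq shows the suppression relative to IFNγ alone, which a lower level before IFNγ could also give. The paper also shows effects of A-241 on chromatin at IFNγ-induced loci. With A-241 alone the 137 genes had a median change of -0.05 relative to DMSO, with 11 called lower and 3 higher. In the presence of IFNγ their median with A-241 was -1.74. The 84 heatmap genes, not chosen here, had -0.20 and -1.64. A lower level before IFNγ is thus argued against for the typical fall, though not for each gene. The choice of the 137 genes on DMSO libraries pushes -0.05 up. Technical explanations were weighed first. If the 2 libraries that stand apart, DMSO replicate 3 and IFNγ replicate 2, caused the difference, it should be lost without them. With both left out, 13 genes passed the threshold, among them these 3. Scaling between libraries is argued against by the fit with total counts, in which 3 genes passed. Reads counted for overlapping genes would leave genes without overlap unaffected, but the 79 IFNγ-induced genes whose exons overlap no other gene had a median interaction of -1.33. Nor was the difference restricted to 1 range of GC content. The medians were -1.44 and -1.39 for genes below and above the median GC content.

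The biological explanation that the design names is that A-241 may weaken the response to IFNγ beyond its effect on cells without IFNγ. The tests above leave it as a hypothesis, since it was found and tested on the same libraries. A batch of cell culture or library preparation was not tested, as the labels give none. The number of genes depends on the method and on single libraries, and with 1 of the 12 libraries left out in turn Iigp1 lost its call in 10 fits and Gbp3 in 6. The number was 1 without A-241+IFNγ replicate 1 and when only the conditions compared were fitted, 2 with limma-voom, and 23 with DESeq2. The list of IFNγ-induced genes was chosen with the same IFNγ and DMSO libraries, which pushes the interaction down. The medians by exon overlap and GC content share this push, whose size was not simulated. They therefore cannot by themselves rule out those explanations. Calls with the list chosen on other IFNγ libraries were computed and then left out, as this leaves 1 IFNγ library for the test.

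Transcripts of granulocytes, which the paper does not discuss, were counted in every library of this breast cancer line. S100a8 had 92 counts in the library with the fewest, A-241+IFNγ replicate 1, and 2423 in that with the most, A-485 replicate 1. No library serves as a control, and the level that a count of 0 allows is 3. S100a9 had between 16 and 936 counts in the same libraries. The 6 markers noticed first (S100a8, S100a9, Ngp, Camp, Lyz2 and Stfa1) had a median Spearman's rho of 0.938 between them across the 18 libraries. Of 8 further markers, written down without a look at their counts, 7 were counted in at least 12 libraries. Their median rho with each other was 0.447, short of the 0.5 set in advance as the value that RNA or reads from granulocytes would give, and not near 0. It was 0.72 between the 2 sets. Mpo (rho 0.946 with the first markers), Ltf (0.833), Chil3 (0.812), Fcnb (0.77) and Elane (0.653) followed them, while Lcn2 (0.311), with 223 to 516 counts, and Cxcr2 (-0.10) did not. Retnlg, the eighth, had 14 counts in all. Chil3, Fcnb, Elane and Cxcr2 had at most 15 counts in any library.

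RNA or reads from granulocytes, for example from another library of the same run, may therefore be a source of these counts, as may expression by some of the AT3 cells. These cannot be told apart, since 4 of the 7 further markers have too few counts and no library is known to be free of granulocytes or made of them alone. How many of the markers AT3 cells express themselves is not known from these libraries. The treatment is argued against as the cause. The mean level of the markers did not differ between the 6 conditions more than permuted labels gave (permutation p = 0.743, 100000 permutations). No effect of these transcripts on the comparisons was tested.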

How the results depend on the processing

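Tests chosen only after the results were seen are those of the 3 alternatives marked so below, and the design of the simulated data with shared controls was changed after its first output. Compared were 29 results under the alternatives, which are the counts of genes called in each direction, the counts and medians of lists, and the correlation between the inhibitors. In fits under other settings the IFNγ-induced genes were chosen anew. Their counts and medians there may rest on other genes than the 137. A count is given where it differs from the reported one by more than 1.5 times, and a median of the IFNγ-induced genes or a correlation where it moved by more than the spread between replicates. No median and no correlation changed its sign under the alternatives tried. Counts of genes called have no sign, so a reversal could not show in them. The medians of the heatmap genes with A-241 and with A-485 and that of the transcription factors at super-enhancers kept their direction and their side of a p of 0.05 by camera under all of them, between -1.72 and -0.99, -0.77 and -0.53, and -1.19 and -0.95. Upper-quartile factors changed none of the 28 results they apply to. For values without a cause named, the cause was not tested.

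DESeq2 changed 19 of the 28 results it applies to. Its calls were 31 lower for IFNγ relative to DMSO, 634 lower and 179 higher for A-241 relative to DMSO, 232 lower and 10 higher for A-485 relative to DMSO and 109 lower and 16 higher for A-241 relative to A-485. In the presence of IFNγ they were 148 higher for A-241 with IFNγ relative to IFNγ, 211 lower and 22 higher for A-485 with IFNγ relative to IFNγ and 108 lower and 3 higher for A-241 relative to A-485 with IFNγ. They numbered 3 lower and 42 higher for IFNγ added to A-241 and 15 lower for IFNγ added to A-485. A weaker induction by IFNγ was called for 23 genes with A-241 and 6 genes with A-485. Of the IFNγ-induced genes, 45 were called lower with A-485 and the median with A-241 was -1.52. Each of these counts is higher than with edgeR. In the simulated data DESeq2 called more of the changed genes, 75.5% against 59.5%, and made more false calls, 6 against 1.

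With limma-voom, the workflow of the paper, 4 of 28 results changed. It called 3 higher for A-485 relative to DMSO and 26 lower for A-241 relative to A-485. With IFNγ it called 2 higher for A-241 relative to A-485 with IFNγ. The interaction was called for 2 genes with A-241. Without a filter on low counts 7 results changed. The calls were 6 lower for IFNγ relative to DMSO, 43 higher for A-241 relative to DMSO, 2 higher for A-485 relative to DMSO and 1 higher for A-241 relative to A-485. Between conditions with IFNγ these were 39 higher for A-241 with IFNγ relative to IFNγ and 1 higher for A-485 with IFNγ relative to IFNγ. There was 1 lower for IFNγ added to A-241. This setting tests more genes.

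Requiring at least 10 counts in every library changed 11 results. Genes called were 68 higher for IFNγ relative to DMSO and 3 higher for A-485 relative to DMSO. With IFNγ added on both sides there were 2 higher for A-241 relative to A-485 with IFNγ. Further counts were 14 higher for IFNγ added to A-241 and 4 lower and 48 higher for IFNγ added to A-485. Among IFNγ-induced genes, 37 were called lower with A-241, 8 with A-485, the median with A-241 was -1.13 and the median with A-485 was -0.54. At the threshold of the Venn diagram, 363 genes were lower with A-241. By construction this filter removes genes that are absent before IFNγ. Scaling by total counts changed 8 results. This left 2 higher for A-485 relative to DMSO and 26 lower for A-241 relative to A-485. It left 33 lower for A-485 with IFNγ relative to IFNγ and 2 higher for A-241 relative to A-485 with IFNγ. There was 1 lower for IFNγ added to A-241. IFNγ had a weaker effect on 1 gene with A-485. In the list of IFNγ-induced genes, 7 were called lower with A-485 and the median with A-485 was -0.71.

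Fits of only the groups compared changed 24 of 28 results, with fewer libraries to estimate the spread. The calls became 0 lower and 19 higher for IFNγ relative to DMSO, 74 lower and 1 higher for A-241 relative to DMSO, 0 lower and 0 higher for A-485 relative to DMSO and 111 lower and 10 higher for A-241 relative to A-485. Under IFNγ they became 82 lower and 1 higher for A-241 with IFNγ relative to IFNγ, 0 lower and 0 higher for A-485 with IFNγ relative to IFNγ and 138 lower and 4 higher for A-241 relative to A-485 with IFNγ. Those of the response to IFNγ with an inhibitor became 3 lower and 40 higher for IFNγ added to A-241 and 30 lower and 154 higher for IFNγ added to A-485. Weaker induction was called for 1 gene with A-241. Of the IFNγ-induced genes, 42 were called lower with A-241, 0 with A-485, the median with A-241 was -2.47 and the median with A-485 was -1.04. At the threshold of the Venn diagram, 313 genes were lower with A-241. Where the count became 0, an unadjusted p under 0.05 was found for 114 genes lower with IFNγ, 671 lower and 208 higher with A-485 than with DMSO, and 800 lower, 49 of them IFNγ-induced, and 348 higher with A-485 and IFNγ than with IFNγ. The comparisons that include DMSO or IFNγ alone, and so a library that stands apart, lost calls, and the 4 others gained calls.

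An unadjusted p under the same threshold, by construction, called more genes. There were 142 lower and 317 higher for IFNγ relative to DMSO, 926 lower and 504 higher for A-241 relative to DMSO, 507 lower and 127 higher for A-485 relative to DMSO and 273 lower and 103 higher for A-241 relative to A-485. Where IFNγ was added there were 869 lower and 401 higher for A-241 with IFNγ relative to IFNγ, 502 lower and 178 higher for A-485 with IFNγ relative to IFNγ and 268 lower and 47 higher for A-241 relative to A-485 with IFNγ. Further calls were 33 lower and 118 higher for IFNγ added to A-241 and 62 lower and 253 higher for IFNγ added to A-485. A weaker induction by IFNγ was called for 64 genes with A-241 and 37 genes with A-485. Among IFNγ-induced genes, 68 were called lower with A-485. Adding a limit of 1 on the log2 fold change gave 61 higher for A-241 relative to DMSO, 1 higher for A-241 relative to A-485, 42 higher for A-241 with IFNγ relative to IFNγ and 1 higher for A-485 with IFNγ relative to IFNγ. With the IFNγ-induced genes chosen by unadjusted p, a longer list, the medians were -1.35 and -0.65. With the list chosen on 2 IFNγ libraries and the values taken with the remaining 1, the median with A-485 was -0.72 in the middle of the 3 ways, which ranged from -0.82 to -0.48. Its planned counts of calls were computed and then left out, as 1 IFNγ library is left for the test.

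The replicate numbers were not found to pair the libraries. The deviations of libraries with the same number in different conditions had a median r of -0.02 (45 pairs), and those with different numbers -0.02 (90 pairs). With a replicate block in the fit 10 of 28 results changed. The calls were 6 lower for IFNγ relative to DMSO, 56 higher for A-241 relative to DMSO, 1 higher for A-485 relative to DMSO and 1 higher for A-241 relative to A-485. With IFNγ they were 39 higher for A-241 with IFNγ relative to IFNγ, 29 lower and 0 higher for A-485 with IFNγ relative to IFNγ and 2 higher for A-241 relative to A-485 with IFNγ. The interaction was called for 2 genes with A-241. In the list of IFNγ-induced genes, 5 were called lower with A-485. For the count of 0, an unadjusted p under 0.05 was found for 626 genes.

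The following alternatives were chosen after the data were seen. With both libraries rich in Gm42418 left out, 21 of 28 results changed. The calls were 50 lower for IFNγ relative to DMSO, 791 lower and 195 higher for A-241 relative to DMSO, 277 lower and 21 higher for A-485 relative to DMSO and 180 lower and 30 higher for A-241 relative to A-485. Together with IFNγ they were 713 lower and 236 higher for A-241 with IFNγ relative to IFNγ, 287 lower and 38 higher for A-485 with IFNγ relative to IFNγ and 150 lower and 7 higher for A-241 relative to A-485 with IFNγ. The response to IFNγ with an inhibitor gave 5 lower and 53 higher for IFNγ added to A-241 and 33 lower and 170 higher for IFNγ added to A-485. IFNγ had a weaker effect on 13 genes with A-241 and 2 genes with A-485. Of the IFNγ-induced genes, 57 were called lower with A-485 and the median with A-241 was -1.59. All of the counts given rose. Voom with sample quality weights changed 21 results. It called 48 lower for IFNγ relative to DMSO, 733 lower and 182 higher for A-241 relative to DMSO, 284 lower and 11 higher for A-485 relative to DMSO and 264 lower and 84 higher for A-241 relative to A-485. With IFNγ in both groups it called 811 lower and 344 higher for A-241 with IFNγ relative to IFNγ, 402 lower and 118 higher for A-485 with IFNγ relative to IFNγ and 185 lower and 15 higher for A-241 relative to A-485 with IFNγ. Other calls were 7 lower and 55 higher for IFNγ added to A-241 and 55 lower and 237 higher for IFNγ added to A-485. Weaker induction was called for 18 genes with A-241 and 3 genes with A-485. Among IFNγ-induced genes, 76 were called lower with A-485 and the median with A-241 was -1.49.

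The last of them, 2 surrogate variables, changed 24 results. It gave 111 lower and 352 higher for IFNγ relative to DMSO, 1210 lower and 913 higher for A-241 relative to DMSO, 611 lower and 187 higher for A-485 relative to DMSO and 409 lower and 147 higher for A-241 relative to A-485. When IFNγ was present it gave 1031 lower and 472 higher for A-241 with IFNγ relative to IFNγ, 315 lower and 28 higher for A-485 with IFNγ relative to IFNγ and 293 lower and 26 higher for A-241 relative to A-485 with IFNγ. For the response to IFNγ it gave 23 lower and 104 higher for IFNγ added to A-241 and 71 lower and 261 higher for IFNγ added to A-485. A weaker induction by IFNγ was called for 43 genes with A-241 and 17 genes with A-485. The list of IFNγ-induced genes was chosen anew in this fit and is longer than 137 genes. In it, 152 were called lower with A-241 and 51 with A-485. The median with A-241 was -1.23 and the median with A-485 was -0.59.

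Leaving out each replicate of a comparison in turn, with fewer samples by construction, gave 3 to 24 lower and 101 to 166 higher for IFNγ relative to DMSO and 224 to 401 lower and 25 to 58 higher for A-241 relative to DMSO. It gave 28 to 74 lower and 0 to 1 higher for A-485 relative to DMSO and 18 to 26 lower and 0 to 1 higher for A-241 relative to A-485. For cells given IFNγ the ranges were 234 to 429 lower and 16 to 68 higher for A-241 with IFNγ relative to IFNγ and 17 to 75 lower and 0 to 3 higher for A-485 with IFNγ relative to IFNγ. They were 17 to 41 lower and 1 higher throughout for A-241 relative to A-485 with IFNγ, 0 lower throughout and 14 to 17 higher for IFNγ added to A-241 and 3 to 5 lower and 53 to 72 higher for IFNγ added to A-485. Weaker induction was called for 1 to 9 genes with A-241 and 0 with A-485 throughout. Where a count was 0, between 48 and 79 genes had a weaker induction with A-485 at an unadjusted p under 0.05, between 292 and 584 were higher with A-485 than with DMSO, between 242 and 336 higher with A-241 than with A-485, between 315 and 685 higher with A-485 and IFNγ than with IFNγ, and between 82 and 194 lower with IFNγ added to A-241. From the IFNγ-induced genes, 65 to 99 were called lower with A-241 and 2 to 26 with A-485, with medians from -2.05 to -1.62 and from -0.84 to -0.72. At the threshold of the Venn diagram the range was 412 to 654.

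The correlation between the effects of the inhibitors was 0.441, 0.187, 0.234 with DMSO replicate 1, 2 or 3 for A-241 and the other DMSO replicates for A-485, and 0.411, 0.204, 0.210 the other way round. The shared DMSO libraries raise it by construction, as the data simulated with drawn control libraries show. The first design of the simulation, which left out the noise that both inhibitors share, gave a far lower r. The reading of the observed r therefore depends on the choice of design, which was made after that output was seen.

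The 80 changes of named genes were followed under the same alternatives, which gave 1340 values. Of these 1137 kept their side of the threshold, 176 lost a call, 27 gained a call and 0 reversed, and 33 changes kept theirs under all alternatives tried. Depth limits the fold of genes near 3 counts, such as Cxcl9 and Cd274 without IFNγ, to a bound.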

Differences from the paper's values

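Tests chosen only after the results were seen are those of the 3 alternatives marked so below. The value read from the paper's figure is the difference between the medians of the boxes for IFNγ and DMSO. The paper's text does not name the libraries behind that figure, so they are not known to be the libraries used here. Its axis is in log2 CPM, the scale of the fold changes given.

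The log2 fold change of Irf9 with IFNγ relative to DMSO was 0.60 here (adjusted p = 0.403, edgeR), against the paper's about 3.2 in Fig. 1B, read by eye. None of the 14 alternatives set before the data were examined closed the gap. They gave values from 0.29 to 0.86. The 3 alternatives chosen after seeing the data left the gap as well, with values from 0.53 to 0.68. With 2 surrogate variables, chosen after seeing the values, the change was 0.68 and passed the threshold (adjusted p = 6.95e-05, edgeR), as the paper shows an increase.

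The paper's discussion states that inhibition of P300/CBP abolished the expression of Tap1 induced by IFNγ. Here IFNγ still raised Tap1 by 1.64 in the presence of A-241 (adjusted p = 0.00434, edgeR) and by 1.83 in that of A-485 (adjusted p = 0.000429, edgeR). The heatmap in Fig. 4A is of genes stimulated by IFNγ. Of the 84 genes labelled there and in Fig. 3G, 4 were lower with IFNγ than with DMSO here, namely Ephb3 (-1.87, adjusted p = 9.06e-05, edgeR), Jag1 (-1.37, adjusted p = 0.0955, edgeR), Irx3 (-0.84, adjusted p = 0.0396, edgeR) and Nkd2 (-0.81, adjusted p = 0.0109, edgeR). The paper describes the effect of P300/CBP inhibition on IFNγ-induced genes as more global than that of BET inhibition, a comparison not analysed here. Csrnp1 was the 1 gene of the 84 that was higher with A-241 and IFNγ than with IFNγ alone (0.69, adjusted p = 0.159, edgeR).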

Other observations

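Tests chosen only after the result was seen are those of reads on Gm42418 and of a mislabelled sample in the first paragraph, and the fits with surrogate variables or without the 2 libraries that stand apart were added after the data were seen.

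DMSO replicate 3 and IFNγ replicate 2 stand apart from the other libraries of their conditions in more than their share of Gm42418. Counts on miRNA genes made up 0.163% and 0.166% of their counts, against 0.433% to 0.633% in the other 16 libraries. Those on genes of other small RNAs (annotated as misc_RNA) made up 0.347% and 0.380%, against 0.0519% to 0.131%, and those on processed pseudogenes 8.99% and 9.17%, against 13.5% to 16.9%. GC content bias is argued against, as the smaller Spearman's rho of the 2 libraries between deviation and GC content was 0.0536 in absolute size, and up to 0.252 in the 12 libraries of the other conditions. For transcript length bias it was 0.0287, and up to 0.127 in those libraries. Lower depth was tested for IFNγ replicate 2 alone. With IFNγ replicate 1 thinned to its total, the root mean square deviation from IFNγ replicate 3 was 0.446, which is 0.408 of the 1.09 of IFNγ replicate 2. Reads on Gm42418 taking counts from all other genes are argued against as the whole cause, since without Gm42418 processed pseudogenes made up at most 11.9% of their counts and at least 15.9% in the others. A mislabelled sample with regard to IFNγ is argued against by Irf1, whose lowest level in libraries labelled with IFNγ was 3.84 above its highest in the others on the log2 scale. A swap between inhibitors was not tested. Another preparation or sequencing run of these libraries stays open and untested, as the labels give no batch, and no biological explanation was tested.

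Other splits of the 6 libraries of a comparison into 3 and 3 were fitted as well. For IFNγ relative to DMSO, 2 of the 10 splits gave as many genes as the real one, whose 156 genes were exceeded by 2455 when DMSO replicates 1 and 3 and IFNγ replicate 2 were set against the rest. That split puts the libraries that stand apart on 1 side. So does the split of DMSO replicates 1 and 2 and IFNγ replicate 1 against the rest, which gave 106 genes. The other 7 gave 0. Among them are DMSO replicates 1 and 2 with IFNγ replicate 3, and DMSO replicate 1 with IFNγ replicates 1 and 3, against the rest. These also keep the libraries that stand apart on 1 side, so that alone does not account for the 2455 genes. With both of these libraries left out, 196 genes were higher with IFNγ and 50 lower, and 150 of the 156 were among them. For A-241 relative to DMSO, A-485 relative to DMSO, A-241 relative to A-485, the same 3 comparisons with IFNγ added, and IFNγ added to A-241 or to A-485, 1 of the 10 splits gave as many genes, which was the real one, and the other 9 gave 0. With 10 splits that is the smallest share possible.

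Genes called with A-241 were mostly lower, and the preference was tested against scaling between libraries. Relative to DMSO, 81.0% of the genes called were lower, 77.4% with total counts and 79.7% with upper-quartile factors. With total counts the median of all genes was 0.12, against 0.01 with TMM factors, and 414 of the 521 calls remained. The 2 libraries that stand apart are argued against as well, since 80.2% were lower with both left out, and 501 calls remained. With 2 surrogate variables, chosen after the data were seen, the share was 57.0%. In the presence of IFNγ, 86.7% of the genes called with A-241 were lower, and 68.6% with 2 surrogate variables. The share was 75.4% with total counts, where the median of all genes was 0.13 against -0.02 with TMM factors. It was 75.1% with both libraries left out. A fall of all mRNA alike is removed by each of these scalings, and it was not tested, since the paper describes no added standard for these libraries. The shares may be off by that.

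The paper's discussion considers lower transcription of Irf1 itself as a reason for the loss of Irf1 function. Irf1 mRNA rose by 5.05 with IFNγ (adjusted p = 3.52e-08, edgeR) and by 4.10 with IFNγ in the presence of A-241 (adjusted p = 1.16e-06, edgeR). Relative to IFNγ alone it changed by -0.87 with A-241 (standard error 0.26, adjusted p = 0.0547, edgeR) and by -0.35 with A-485 (adjusted p = 0.549, edgeR). Without IFNγ replicate 2 the change with A-241 was -1.11 and passed the threshold (adjusted p = 0.0051, edgeR), and without IFNγ replicate 3 it was -0.66 (adjusted p = 0.185, edgeR). The alternatives other than leaving out 1 library gave values from -1.14 to -0.76. Among the 137 IFNγ-induced genes, 33 fell less with A-241 than Irf1 did or did not fall. That highly expressed genes change less was tested as an explanation for this place and is argued against. The level with IFNγ and the change with A-241 had a Spearman's rho of 0.0688 across these genes. Of the 13 genes with the highest level with IFNγ, 11 fell more than Irf1, and their median was -2.05. A biological explanation, such as a smaller need of Irf1 for P300/CBP activity, was not tested. Protein levels were not measured here.

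A hypothesis set in advance was that transcription factors under steady-state super-enhancers fall more with A-241 than genes of equal expression. The 43 factors (Fig. 2G, Fig. 2H) had a median of -1.12 with A-241 relative to DMSO, and 41 were lower. Of them 21 passed the threshold over all genes and 26 when adjusted over the list alone. None of 10000 random lists matched on expression had a median as low, so that its percentile was 0 (limma's camera, adjusted p = 1.16e-07). With 1 library left out the median lay between -1.19 and -1.04, and under the other alternatives between -1.18 and -0.95. The values are consistent with a preference of A-241 for these genes. Whether the super-enhancer or another shared property, such as a short-lived mRNA, is behind it was not tested. With A-485 the median was -0.70 (limma's camera, adjusted p = 3.43e-06), with 35 lower, 5 past the threshold over all genes and 17 when adjusted over the list alone.

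In the presence of IFNγ, the median of the same 43 factors was -1.12 with A-241 and -0.79 with A-485. The 16 factors at super-enhancers of IFNγ-treated cells (Fig. 2G), which include 4 of the 84 genes of the heatmaps, had a median of -1.15 with A-241 relative to IFNγ alone (limma's camera, adjusted p = 1.5e-05). Of them 15 were lower, 6 passed the threshold over all genes and 11 when adjusted over the list alone. With A-485 the median was -0.53 (limma's camera, adjusted p = 0.000167), 15 were lower, 1 passed the threshold over all genes and 5 when adjusted over the list alone.

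Socs1, a gene of the IFNγ receptor pathway, had 4 counts in IFNγ replicate 2, against 511 and 320 in the other IFNγ replicates, and rose by 6.51 with IFNγ (standard error 1.09, adjusted p = 0.00214, edgeR), without a call when, for example, DMSO replicate 1 was left out (adjusted p = 0.0211, edgeR). Its change with A-241 was -1.37 (standard error 0.70, adjusted p = 0.293, edgeR), -1.91 without IFNγ replicate 2 (adjusted p = 0.00212, edgeR) and -0.90 without IFNγ replicate 1 (adjusted p = 0.497, edgeR). With limma-voom it was -0.50 (adjusted p = 0.809). Of the 9 genes of the IFNγ receptor pathway, 5 were lower with A-241 in the presence of IFNγ. Their median was -0.06 (adjusted p = 0.38 by limma's camera and 0.00281 by fry). With A-485, 6 were lower, with a median of -0.09 (adjusted p = 0.309 by limma's camera and 0.00952 by fry). The interaction of A-241 with IFNγ had a median of -0.17 for this list (limma's camera, adjusted p = 0.00318).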
